# An shRNA kinase screen identifies regulators of UHRF1 stability and activity in mouse embryonic stem cells

**DOI:** 10.1080/15592294.2022.2044126

**Published:** 2022-03-24

**Authors:** Michael D. Rushton, Emily A. Saunderson, Hemalvi Patani, Michael R. Green, Gabriella Ficz

**Keywords:** DNA methylation maintenance, UHRF1, embryonic stem cells, signalling and metabolism, DNA demethylation

## Abstract

Propagation of DNA methylation through cell division relies on the recognition of methylated cytosines by UHRF1. In reprogramming of mouse embryonic stem cells to naive pluripotency (also known as ground state), despite high levels of *Uhrf1* transcript, the protein is targeted for degradation by the proteasome, leading to DNA methylation loss. We have undertaken an shRNA screen to identify the signalling pathways that converge upon UHRF1 and control its degradation, using UHRF1-GFP fluorescence as readout. Many candidates we identified are key enzymes in regulation of glucose metabolism, nucleotide metabolism and Pi3K/AKT/mTOR pathway. Unexpectedly, while downregulation of all candidates we selected for validation rescued UHRF1 protein levels, we found that in some of the cases this was not sufficient to maintain DNA methylation. This has implications for development, ageing and diseased conditions. Our study demonstrates two separate processes that regulate UHRF1 protein abundance and activity.

## Introduction

DNA methylation is the most characterized epigenetic modification with essential roles in mammalian development, ageing, cancer and other human diseases [1,2]. Inheritance of the DNA methylation patterns during cell division is a process whereby pre-existing methylation patterns on the old DNA strand are faithfully copied through a semiconservative mechanism to the newly synthesized strand in the replicating DNA [3]. Ubiquitin-like with PHD and RING finger domains 1 (UHRF1) is a central hub for this process, whereby the SRA domain of UHRF1 recognizes hemimethylated CpGs [4–6] and the presence of H3K9me2 [5] in the replicating chromatin followed by the recruitment of DNMT1 to execute the transfer of the methyl group onto the newly added cytosine. Early mammalian development is associated with large fluctuations of DNA methylation, where both paternal and maternal genomes are erased of this modification, resulting in a demethylated genome in the embryo before implantation, but rapidly re-established around embryo implantation [7]. Recent advances in *in vitro* culturing of mouse embryonic stem (mESCs), these cells have emerged as a paradigm in understanding the mechanism of DNA methylation maintenance, because they can recapitulate the hypomethylated state of the pre-implantation embryo by inhibiting the FGF2-MEK1/2 signalling pathway in cultured embryonic stem cells [8,9]. These two studies have established a strong link between signalling pathways and epigenetic regulation, which is the basis of the current study. As detailed below, dependence on signal inhibition was a feature of mESCs from their first derivation from mouse embryos. Pluripotent stem cells were first isolated directly from the pre-implantation epiblast of the mouse embryo in culture conditions optimized for teratocarcinoma stem cells [10,11]. Under these conditions mouse embryonic stem cells (mESCs) proliferate indefinitely *in vitro* on a feeder layer of mitotically inactivated fibroblasts, retain the ability to differentiate into all three germ layers, and when re-introduced into blastocysts they contribute to every tissue including gametes [12,13]. Discovery of the leukaemia-inhibitory factor (LIF) eliminated the need to use a feeder layer which secretes the LIF cytokine [14–16]. Culturing mESCs in the presence of LIF was the first step towards creating defined culture media for mESCs, even though it needed complementation with either serum or bone morphogenetic protein (BMP) to self-renew [17,18]. However, mESCs cultured in serum/LIF are heterogeneous morphologically, epigenetically [19,20], and are characterized by a fluctuating expression of pluripotency factors such as Nanog, Rex1, Stella, Esrrb and Klf4 [21–24]. Furthermore, whilst the epigenome of the inner cell mass (ICM) is characterized by global DNA hypomethylation [25,26], mESCs in serum/LIF have a highly methylated genome with around 80% CpGs methylated, which more closely resembles the methylome of adult somatic cells [8]. Given the fact that epigenetic reprogramming including DNA hypomethylation is a key hallmark in the re-acquisition of pluripotency during development, the hypermethylated status of cultured mESCs represents somewhat of a paradox. It is now considered that mESCs cultured in serum/LIF are in a state of flux – receiving pro-differentiation signals from autocrine FGF4 signalling which is attenuated by LIF – and may capture a state of pluripotency defined as ‘formative,’ which is situated between naïve pluripotency and definitive lineage serum/LIF states like the post-implantation epiblast [27]. Inhibition of FGF signalling coupled with the inhibition of glycogen synthase kinase (Gsk3b) using 2 small molecule inhibitors (2i, FGF – PD0325921, Gsk3 – CHIR99021) can drive mESCs into ground state of pluripotency [28]. 2i cultured mESCs are believed to be a more accurate reflection of the conditions of the ICM, with homogenous expression of pluripotency factors [29]. These cells, transitioned to 2i culturing, also undergo epigenetic reprogramming and are characterized by global DNA hypomethylation as well as redistribution of various histone modifications [8,30,31], representing in vivo inner cell mass cells more accurately [25,26]. Following this it has been revealed that the global loss of DNA methylation during the transition to the ground state is a consequence of the impairment of the DNA methylation maintenance machinery – specifically the loss of the DNMT1 binding partner UHRF1 at the protein level in addition to global loss of H3K9me2 [9]. It has also been identified that Pramel7 is a factor interacting directly with UHRF1 in mouse embryonic stem cells, and thereby controlling its degradation [32]. Whilst it is known that inhibition of FGF and Gsk3 signalling drives the process of DNA demethylation, the exact shift in signalling that occurs downstream of the 2i inhibition and impacts on UHRF1 is not known. In this study we set out to characterize the pathways that act downstream of 2i and are required to mediate UHRF1 downregulation. To do this we utilized a high-throughput shRNA screen using GFP expression as readout in a mESC cell line expressing a UHRF1-GFP.

## Results

### UHRF1 loss during the transition to the naïve state of pluripotency is mediated by the proteasome

To decipher the pathways and processes that regulate UHRF1 in 2i conditions, we initially set out to interrogate the process of UHRF1 degradation. Previous studies have shown that UHRF1 can be degraded by the ubiquitin-mediated proteasome in response to different biological processes, such as DNA damage [33]. Furthermore, the deubiquitinase USP7 is important in stabilizing UHRF1 protein during the cell-cycle [34]. Based on this, we probed as to whether UHRF1 loss in 2i conditions is also facilitated by the proteasome by utilizing the proteasome inhibitor MG132. mESCs were cultured in 2i conditions for a total of 10 days before MG132 was added at a final concentration of 10 μM for a total of 6 hours before cell lysates were collected. In parallel, mESCs were cultured in serum/LIF conditions in the presence of 10 μM DMSO. Western blot analysis shows the expected loss of UHRF1 in 2i cells compared to serum/LIF mESCs, however MG132 treatment of the cells rescues UHRF1 expression (Figure 1a). The Western blot for UHRF1 resulted in three bands – a higher molecular weight band that corresponds to the UHRF1-GFP fusion protein, and two further bands that correspond to full-length endogenous UHRF1 (Supplementary Figure 1A). The observation of two bands for UHRF1 has been previously reported and the slower migrating band is predicted to be a modified form of UHRF1 [35]. The rescue of UHRF1 expression levels is not through an indirect effect on Uhrf1 gene expression as qPCR analysis showed no change in the level of the Uhrf1 transcript in either 2i or 2i+MG132 cells compared to serum/LIF mESCs (Figure 1b). We thus concluded that endogenous and UHRF1-GFP loss is driven by the ubiquitin-mediated proteasome during the transition to the naïve state of pluripotency in mESCs, confirming previous observations in this experimental system [32].

**Figure 1.**
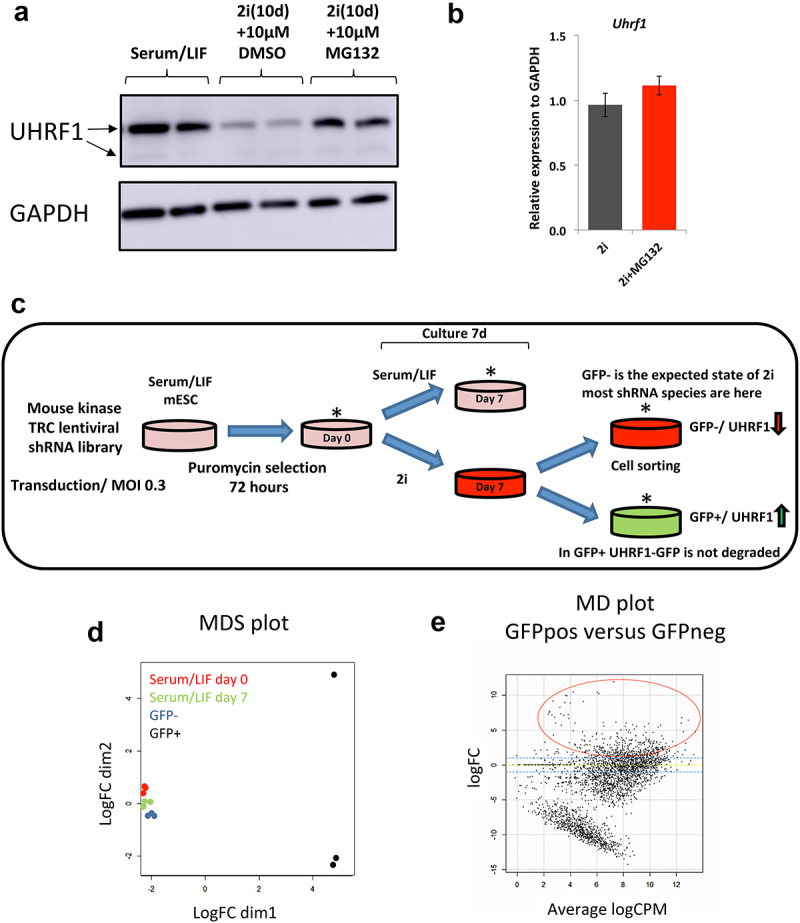
High-throughput shRNA screen-identified kinases mediating loss of UHRF1 in Serum/LIF to 2i transition in mESCs. a) Loss of UHRF1 in the transition to ground state pluripotency is mediated by the proteasome. ESCs grown in 2i conditions for a total of 10 days were subsequently cultured in the presence of the 26S proteasome inhibitor MG132 at a final concentration of 10 μM for a total of 6** **hours. Western blot analysis was performed for 2x replicates of Serum/LIF, 2i+DMSO and 2i+MG132 ESCs. Note full length UHRF1 has 2 bands indicated by arrows with the slower migrating band considered to be a modified form of UHRF1. b) MG132 does not impact UHRF1 at the transcriptional level. Data are presented as 2− ΔΔCt with Gapdh serving as a loading control and the relative expression levels of Uhrf1 in 2i and 2i+MG132 ESCs are normalized to the level of expression in Serum/LIF ESCs. Error bars represent the standard error of the mean from 3 replicates. c) Schematic detailing the experimental design for the screen, asterisks denotes samples that were collected for subsequent sequencing – Serum/LIF day 0, Serum/LIF day 7, 2i day 7 GFP+ and 2i day 7GFP-. Cells which are GFP positive still express UHRF1 despite being gown in 2i conditions, enrichment of shRNA hairpins in this population of cells indicate that the factor targeted potentially plays a role in UHRF1 degradation upon resetting in 2i conditions. The experiment was performed with 3 replicates. d) MDS plot showing clustering of samples, the plot shows that 2i GFP+ samples (black circles) cluster separately from Serum/LIF day 0 (red), Serum/LIF day 7 (green) and 2i GFP- samples (dark blue). e) Plot showing the fold change (on the logarithmic scale) of each hairpin (GFP+ versus GFP-) along with the average count per million of the hairpin in the GFP+ and GFP- populations (on the logarithmic scale). The dashed blue lines represent a 2-fold increase and 2-fold decrease within the GFP+population. Hairpins enriched within the GFP+, and therefore potentially involved in the regulation of URHF1, are highlighted in the red circle. Significant candidates circled are listed in Supplementary Table 1.

### A high-throughput shRNA screen identifies factors involved in degradation of UHRF1 during the transition to naïve pluripotency

Phosphorylation of degrons is a critical step in the process of targeting a protein for degradation by the proteasome [36]. Furthermore, phosphorylation of various UHRF1 residues have been implicated in directing UHRF1 for proteasome-mediated degradation, for example, phosphorylation of S108 on UHRF1 by CK1d drives loss of UHRF1 in response to UV mediated DNA damage [33]. Given the importance of phosphorylation in the stability of UHRF1 and the fact that the induction of ground state pluripotency occurs through inhibition of signalling networks, we decided to focus our attention on the kinome to dissect the pathways regulating UHRF1 loss during the transition to naïve pluripotency. To elucidate the role of the kinome upon UHRF1 stability, we employed a high-throughput shRNA screen targeting 734 genes of the mouse kinome with a total of 3686 hairpins [37]. For the screen, we used the mESC cell line transduced with a UHRF1-GFP construct [9] and therefore used GFP expression measured by FACS as a readout for the screen. Serum/LIF cultured mESCs were transduced with the shRNA library at an MOI of 0.3 and a 500x representation of each shRNA and the cells were selected in puromycin for a total of 72 hours. Following selection, the transduced cells were grown in either serum/LIF or 2i conditions for a period of 7 days in triplicate, after which the 2i cells were sorted into GFP+ and GFP- cell populations (Figure 1c). 

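Each hairpin of the TRC mouse kinase library is designed to silence 1 gene, though not every hairpin does, and its count in a population of cells stands for how often cells carrying it were present there. Hairpin counts were read from 12 libraries, 3 each of Serum/LIF day 0, Serum/LIF day 7, 2i GFP- and 2i GFP+ cells. The day 0 cells were collected after selection, when the culture was split, and give the library at the start of the screen. The 2i medium holds inhibitors of MEK and GSK3 and brings mouse embryonic stem cells to the naïve state, in which UHRF1 is lost, and the UHRF1-GFP transgene of this E14 line makes that loss visible to the cell sorter. The count table lists 3243 hairpins against 732 gene symbols, 583 of them with 4 or 5 hairpins, and 726 symbols matched a mouse gene by symbol or synonym. The symbols in use now are given, with the table's older symbol where it differs, and each hairpin is named by its number in the table. The authors amplified the integrated hairpins by PCR, sequenced them on a NextSeq 500, aligned the reads with Bowtie2 at standard parameters and counted them per hairpin with a Python script. The versions of these tools and the hairpin reference are not given in the sources used here. Total counts were 3623256 to 4395190 per library (median 4346055) at Serum/LIF day 0, 4444780 to 5466825 (median 4920399) at Serum/LIF day 7, 2642014 to 3302331 (median 3191348) in 2i GFP- cells and 2435551 to 4656234 (median 4185076) in 2i GFP+ cells. The methods give about 400 M reads for the sequencing, and the counts, on which all values here rest, sum to 47.6 M. PCR reads without molecular identifiers are not independent molecules, so floors set from counts cover counting error only. For each comparison, the groups compared were fitted alone with edgeR's quasi-likelihood test, after scaling by TMM, over hairpins with at least 0.5 CPM (counts scaled to the library size, as in Figure 1e) in at least 3 of their libraries. A hairpin was called enriched or depleted at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 or under -1, the thresholds that the paper gives. The paper's methods name the exactTest function of edgeR, whose counts are given beside those of the quasi-likelihood test, and its text names no filter or scaling. Scaling matters here, because the TMM factors were 0.630 to 0.712 in 2i GFP+ libraries and 1.08 to 1.21 in the others. The p-values measure the spread between these libraries, which the legend of Figure 2 calls biological replicates. The methods describe those of Serum/LIF day 7 as collected in triplicate, and the paper's results describe transduced cells grown in triplicate after selection. Separate infections are not named, so the p-values may not cover differences between infections. Where all 3 libraries of a group had no count of a hairpin, its fold is given as a lower bound against a floor of 3 counts in each library of the group.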

Cells which are GFP+ in 2i conditions still express the UHRF1-GFP construct, therefore UHRF1 protein is stabilized, that is, not degraded. These UHRF1-GFP+ cells have an enrichment of shRNAs, which signal to downregulate UHRF1. 

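The smallest p-values for enrichment in 2i GFP+ over 2i GFP- cells belonged to hairpins against Pkig, an inhibitor of protein kinase A, Nim1k and Mark2, relatives of AMP-activated kinase, and Pdk3, a kinase that switches off pyruvate dehydrogenase. Next came hairpins against Csnk2b, Sephs2, Pik3cb, Nuak2, Mob3b and Eef2k. Hairpin 1345 of Mark2 reached 26392 ± 226 CPM (SD, n = 3) in GFP+ cells against 299 ± 44.6 in GFP- cells. This is a log2 fold change of 6.46 (standard error 0.161, adjusted p = 9.55e-06 from edgeR's quasi-likelihood test). Hairpin 1579 of Nim1k, listed under the older symbol E130304F04RIK, rose from 168 ± 13.8 to 18966 ± 1471 CPM, a log2 fold change of 6.82 (standard error 0.147, adjusted p = 5.82e-06 from edgeR). For hairpin 1255 of Pdk3, 19133 ± 2649 CPM in GFP+ cells faced 693 ± 75.0 in GFP- cells, and the log2 fold change was 4.79 (standard error 0.168, adjusted p = 5.82e-05 from edgeR). The hairpins 1512 of Nuak2, another relative of AMP-activated kinase, and 3357 of Mob3b, listed as MOBKL2B, had log2 fold changes of 4.68 (standard error 0.256) and 2.79 (standard error 0.155). All hairpins called enriched in GFP+ cells together took 50.7% ± 2.77 of the counts (SD, n = 3) of GFP+ libraries, a share that follows in part from how they were chosen. They took 15.4% ± 0.115 of the counts of GFP- libraries, 13.4% ± 0.226 at Serum/LIF day 0 and 14.4% ± 0.0633 at Serum/LIF day 7.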

Evaluation of shRNA representation in each of the cell populations by MDS plot analysis revealed that the GFP+ cluster separately to the remaining cell samples, indicating that the GFP+ cell population are characterized by a unique enrichment of hairpins (Figure 1d). 

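Many hairpins that were abundant in the other populations were missing from the GFP+ libraries. Hairpin 1120 of Tec, a tyrosine kinase of the lymphoid lineage, had 18205 counts over the 3 Serum/LIF day 7 libraries and 0 in 2i GFP+ cells, and was at least 790-fold lower there. Hairpin 1294 of Riok2, a kinase of ribosome assembly, had 15141 counts at Serum/LIF day 0 and 0 in GFP+ cells, at least 772-fold lower. Hairpin 129 of Gsk3b, the kinase that the 2i inhibitor CHIR99021 blocks, had 9986 counts at day 0 and 0 in GFP+ cells, at least 507-fold lower. Hairpin 1916 of Lck fell by 4.42 on the log2 scale against Serum/LIF day 7 (standard error 0.365, adjusted p = 0.00194 from edgeR's quasi-likelihood test). Of the 3243 hairpins, 1771 ± 202 (SD, n = 3) had at least 1 count in a GFP+ library, against 2884 ± 37.9 at Serum/LIF day 0, 3019 ± 32.2 at Serum/LIF day 7 and 2808 ± 41.9 in GFP- cells. The highest GFP+ library, with 1906, lay below the lowest of the other 9 libraries, with 2782 (exact permutation test, two-sided p = 0.00909, the smallest that the 220 groupings allow). In 1069 cases a hairpin had no count in any GFP+ library, compared with 224 in GFP-, 109 at day 7 and 94 at day 0. The 10 most abundant hairpins of each library took 15.1% ± 0.758 of the counts of GFP+ libraries and 4.95% to 5.94% on average in the other groups. Distances between libraries were computed as in limma's MDS plots, since the paper states no settings for Figure 1d. They are the root mean square log2 difference over the 500 hairpins that differ most between a pair. GFP+ libraries lay 7.77 to 8.81 from the libraries of other groups. Among themselves the GFP+ libraries lay 4.64 to 7.81 apart, more than the libraries within Serum/LIF day 7 (2.47 to 2.58), GFP- (3.64 to 4.47) or, for pairs with replicate B, Serum/LIF day 0 (5.30 to 5.53). GFP+ replicate B stood apart from replicates A and C, with 1538 hairpins detected against 1868 and 1906. The Spearman correlation across hairpins, which are not independent replicates, was 0.933 between A and C, 0.741 between A and B and 0.738 between B and C. The paper reads the separate cluster of the GFP+ samples in Figure 1d as a sign of hairpin enrichment particular to this population, and it proposes that a factor whose hairpins are enriched in cells that keep UHRF1-GFP in 2i has a role in the degradation of UHRF1.

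**Figure D1:**
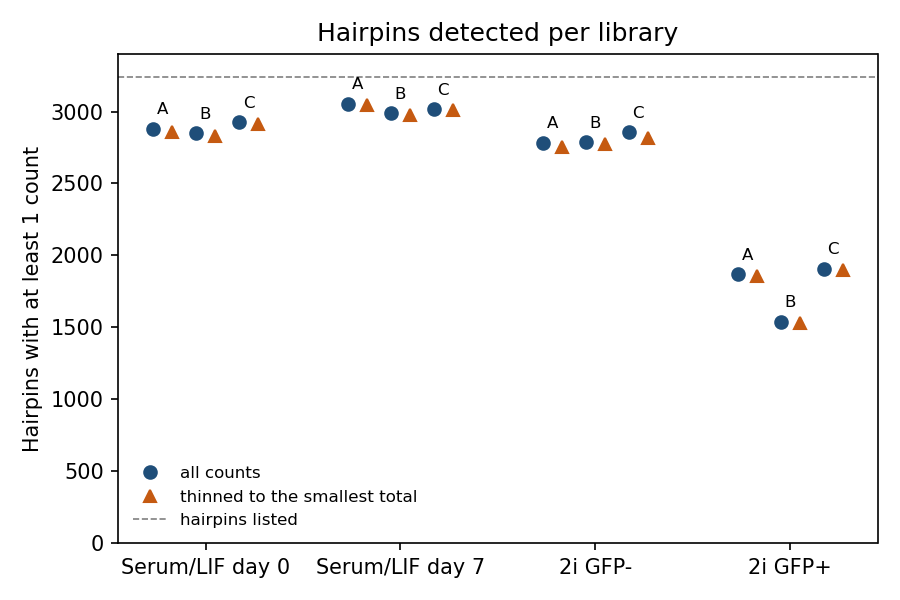
Number of hairpins with at least 1 count in each of the 12 libraries, by population. Circles show all counts, triangles show counts thinned to the smallest total, and the dashed line marks the number of hairpins listed. With all counts, the 3 GFP+ libraries lie at 1538 to 1906 hairpins, below the 2782 or more of every other library.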

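Hairpins against 186 genes were enriched in 2i GFP+ over 2i GFP- cells, among them Pkig and Prkaca of the protein kinase A system, the phosphatidylinositol kinase Pik3cb and the metabolic enzymes Sephs2 and Nags. A larger number were depleted. Hairpin 685 of Mapk12, a p38 kinase, had 0 counts in GFP+ and 8553 in GFP- cells, at least 636-fold lower, and hairpin 1092 of the tyrosine kinase Fer, listed as FERT2, had 0 and 4221 counts, at least 310-fold lower. Hairpin 3175 of Ccnb1, the mitotic cyclin, kept 1 count in GFP+ cells against 4959 in GFP- cells, hairpin 701 of Cdk2 kept 1 against 4040, hairpin 298 of Tesk1 kept 1 against 3191, hairpin 2557 of Wnk1 kept 1 against 2351 and hairpin 1262 of Pdk2 kept 2 against 1275. Of 2600 hairpins tested, 223 were enriched, 610 in 454 genes were depleted and 1767 were not past the thresholds. Of those depleted, 463 had no count in any GFP+ library. Scaled by total count alone, 124 were enriched and 719 depleted, so that the share of enriched among called hairpins was 14.7% rather than 26.8%. That scaling moved the median log2 fold change of all tested hairpins from -0.88 to -1.61. With the exactTest function of edgeR on the same hairpins, 244 were enriched and 665 depleted. Without GFP+ replicate B, 414 were enriched, 212 of the 223 among them, in 309 genes, and 989 depleted. Without one of the GFP- replicates A, B or C, 57, 72 or 57 hairpins were enriched, in 55, 66 or 54 genes, and 1, 0 or 1 depleted by edgeR (103, 99 or 91 lower at an unadjusted p under 0.05). The filter then drops hairpins with no count in GFP+ cells, which removes 463 of the 610 depleted hairpins directly and not the others. With the tested hairpins kept as they were, 131, 138 or 129 were enriched and 512, 521 or 517 depleted. Counts were also simulated with the same spread per hairpin in both groups, although GFP+ replicates differed more than GFP- replicates. In them the test recovered 5.97% of 67 hairpins changed 4-fold and 28.4% of 67 changed 8-fold, and called 3 of 2400 unchanged ones. Calls that unequal spread could cause are therefore not covered.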

A more focused pairwise analysis between the GFP+ and GFP- samples identified a total of 318 hairpins, representing 251 genes, that are enriched within the GFP+ population (logFC > 1, Benjamini–Hochberg P value <0.05) (Figure 1e – red circle, Supplementary Figure 1B and Supplementary Table 1). Out of these, 55 genes had at least 2 shRNAs present (Supplementary Figure 1C). 

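Pomk, a kinase that modifies sugar chains of dystroglycan and is listed as 4930444A02RIK, had 4 of its 5 tested hairpins enriched in 2i GFP+ cells. The inositol kinases Ippk and Itpka, the potassium channel gene Kcnh2, Pik3cb and the chromatin kinase Tlk1 had 3 of 5 each, the nucleoside diphosphate kinase Nme3 had 3 of 4, and the natriuretic peptide receptor Npr2 had 3 of 8. A pair of hairpins was enriched for each of Ak3, Araf, Blk, Cdk16, Clk1, Csnk2b, Epha1, Epha6, Ephb2, Ephb4, Limk1, Mapk8, Melk, Nek4, Pip5k1a, Podxl, Prpsap2, Pskh1, Ripk2 and Sephs2. This makes 28 genes with at least 2 enriched hairpins, and all but Clk1 appear in Supplementary Figure 1C. Of the 55 genes drawn there, 27 had at least 2 enriched hairpins, 22 had 1, and 6 had none, namely Aff1, Nme4, Npas3, Pikfyve, Rfk and Sephs1. No gene with at least 2 tested hairpins and at least 1 enriched, of 182, had every tested hairpin enriched. Of the 186 genes with an enriched hairpin, 102 also had a depleted one. When the gene labels were shuffled among the 2600 tested hairpins, 25.6 genes on average had at least 2 enriched hairpins, with 18 to 33 in the central 95% of shuffles. The observed 28 was reached or passed in a share of 0.307 (permutation test, one-sided, 100000 shuffles). Without GFP+ replicate B, 88 genes had at least 2 enriched hairpins and the same one-sided permutation p was 0.0351. Without GFP+ replicate A, 18 genes had at least 2 enriched hairpins, and without GFP- replicate A, B or C, 2, 6 or 3 did. In simulated sets of 223 calls, the shuffle gave a p under 0.05 in 31% of 100 runs with 10 genes of 2 true hairpins each, and in 97% with 20 such genes. If the numbers of the table follow the clone numbers in order, which the sources used here do not state, the sequences in the paper's supplement give the 2 enriched hairpins of Sephs2 an overlap of 20 of 21 bases, and those of Prpsap2 likewise. Counted as 1 each, they leave 26 genes with at least 2 enriched hairpins (one-sided permutation p = 0.463).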

Since 4–5 hairpins represent each gene, but not all hairpins are guaranteed to knockdown the gene, we included all 251 genes as positive candidates. Amongst the total list of genes targeted by the enriched hairpins were known interactors of UHRF1 including PKA, CKI, CKII, RIPK3 and PIM1. 

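Casein kinase 2, which phosphorylates many nuclear proteins, had enriched hairpins against its regulatory subunit Csnk2b and both catalytic subunits, Csnk2a1 and Csnk2a2. Hairpin 2464 of Csnk2a1 rose from 49.1 ± 33.2 CPM (SD, n = 3) in GFP- cells to 434 ± 52.8 in GFP+ cells, and hairpin 2365 of Csnk2a2 from 334 ± 50.4 to 1518 ± 814. Of the casein kinase 1 family, whose member CK1 delta targets UHRF1 after DNA damage, hairpins against Csnk1g2, Csnk1g3 and the related tau tubulin kinase Ttbk2 were enriched. Ripk3, a kinase of necroptosis, and the proto-oncogene Pim1 had 1 enriched hairpin each. The log2 fold changes were 3.14 for Csnk2a1 (standard error 0.663, adjusted p = 0.0124 from edgeR's quasi-likelihood test) and 2.18 for Csnk2a2 (standard error 0.515, adjusted p = 0.0187 from that test), the latter past the thresholds in 13 of 22 alternative analyses. In casein kinase 2, 4 of 13 tested hairpins were enriched (30.8%, compared with 8.47% of all other hairpins) and 3 depleted, and all 4 were also called when adjusted over the list alone. This difference did not pass Fisher's exact test after adjustment over 13 lists (two-sided adjusted p = 0.0879, 0.0359 to 0.792 in that test over the alternatives set beforehand and 0.00607 with exactTest over all 12 libraries, chosen after the data were seen), though it did with DESeq2 (0.0359) and with all groups in 1 fit (0.0476). With limma's camera at a preset correlation the adjusted p was 0.0312, and with an estimated correlation 0.381. In casein kinase 1 and Ttbk2, 3 of 28 tested hairpins were enriched, also over the list alone, and 7 were depleted (Fisher's exact test, adjusted p = 0.861). Hairpin 1227 of Ttbk2 had a log2 fold change of 1.28 (standard error 0.134), hairpin 1212 of Csnk1g2 2.54 (standard error 0.415) and hairpin 1202 of Csnk1g3 1.91 (standard error 0.483). In the other direction, hairpin 1208 of Csnk1d, the CK1 delta gene, had 0 counts in GFP+ and 4876 in GFP- cells, at least 357-fold lower, and hairpin 1240 of Csnk1g1 had 1 and 3206. For hairpin 269 of Ripk3, 3321 ± 391 CPM (SD, n = 3) in GFP- cells became 9666 ± 3611 in GFP+ cells, a log2 fold change of 1.54 (standard error 0.281, adjusted p = 0.00831 from edgeR) that was under 1 when scaled by total count. Its hairpin 268 rose by less than the fold limit, with a log2 fold change of 0.69, and hairpin 270 had 0 counts in GFP+ and 359 in GFP- cells, at least 26.6-fold lower. Hairpin 1595 of Pim1 rose from 267 ± 39.0 to 732 ± 148 CPM, a log2 fold change of 1.46 (standard error 0.344, adjusted p = 0.0187 from edgeR), and passed the thresholds in 13 of 22 alternative analyses. Of the subunits and inhibitors of protein kinase A (PKA), 5 of 37 tested hairpins were enriched, also over the list alone, and 12 were depleted. That share of 13.5%, compared with 8.51% of other hairpins, gave an adjusted p of 0.629 in Fisher's exact test, and of 0.00435 without GFP- replicate A and 0.0277 without GFP- replicate C. The paper names PKA and both casein kinases from the enriched hairpins of these samples, so the tests of these lists are not independent evidence.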

Recent studies have revealed the dynamic regulation and repurposing of metabolic pathways during the acquisition of naïve pluripotency [38]. Further to this, several metabolic by-products are key substrates of epigenetic regulators [39] – intrinsically linking metabolism with pluripotency and epigenetics [40,41]. We observed that several components of glucose metabolism were enriched within the list of GFP+ hits, such as GCK, PFKL and PFKM of the glycolysis pathway, RBKS, PRPS2, PRPSAP2 and NME3 of the PPP (pentose phosphate pathway) as well as several factors required for oxidative phosphorylation (Figure 2a).

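Pfkm, the muscle form of phosphofructokinase, had 1 hairpin enriched in GFP+ cells. In the pentose phosphate and nucleotide branch, hairpins against Prps2, which makes phosphoribosyl pyrophosphate, against its binding partner Prpsap2 and against the nucleoside diphosphate kinase Nme3 were enriched. No hairpin against Pfkl, the liver form of phosphofructokinase, or the ribokinase Rbks passed the thresholds. Of the factors drawn for oxidative phosphorylation, Nags, Ak3, and Prkab1, a subunit of AMP-activated kinase, had enriched hairpins. Hairpin 86 of Pfkm rose from 22.3 ± 8.93 CPM (SD, n = 3) in GFP- cells to 141 ± 34.2 in GFP+ cells, a log2 fold change of 2.66 (standard error 0.709, adjusted p = 0.0308 from edgeR's quasi-likelihood test), and was past the thresholds in 14 of 22 alternative analyses. Hairpin 92 of Pfkl had a log2 fold change of 1.84 (standard error 0.801, adjusted p = 0.140 from edgeR), with 10661 counts in GFP+ replicate B against 3331 and 3851 in A and C. Hairpin 3044 of Rbks had a log2 fold change of 2.58 (standard error 1.10, adjusted p = 0.134 from edgeR). Without GFP+ replicate B, 1 hairpin of Pfkl and 1 of Rbks passed. Hairpin 2305 of Prps2 had a log2 fold change of 3.46 (standard error 0.650, adjusted p = 0.00891 from edgeR), with 3189 ± 2749 CPM in GFP+ cells and 289 ± 49.0 in GFP- cells. The hairpins 2181, 2185 and 2183 of Nme3 had log2 fold changes of 3.94 (standard error 0.308), 2.82 (standard error 0.584) and 5.16 (standard error 1.11). The last of these had 3655 of its 6108 GFP+ counts in replicate B. Hairpin 1978 of Prkab1 had a log2 fold change of 2.67 (standard error 0.373). For Ak3, hairpin 1772 had 2734 ± 3409 CPM in GFP+ cells and a log2 fold change of 3.34 that was 1.53 without GFP+ replicate B, and hairpin 1770 only 150 counts over the GFP+ libraries and 8 over the GFP- libraries. Of 62 tested hairpins against kinases of glycolysis and hexoses, 5 were enriched, 9 depleted and 48 not past the thresholds (4 enriched when adjusted over the list alone, Fisher's exact test, adjusted p = 1). Those enriched included hairpins against Adpgk (log2 fold change 1.88), Galk2 (1.28) and Galk1 (2.17). Of 91 hairpins against the pentose phosphate pathway and nucleotide metabolism, 9 were enriched and 21 depleted (9 enriched over the list alone, adjusted p = 0.861 from Fisher's exact test), including those against Uckl1 (log2 fold change 2.05), Nme8 (1.52) and Dtymk (1.39). Of 36 hairpins against the oxidative phosphorylation factors other than PKA, 5 were enriched and 6 depleted (5 enriched over the list alone, adjusted p = 0.629 from Fisher's exact test). The study chose that last list on these samples, so it is not independent evidence.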

**Figure 2.**
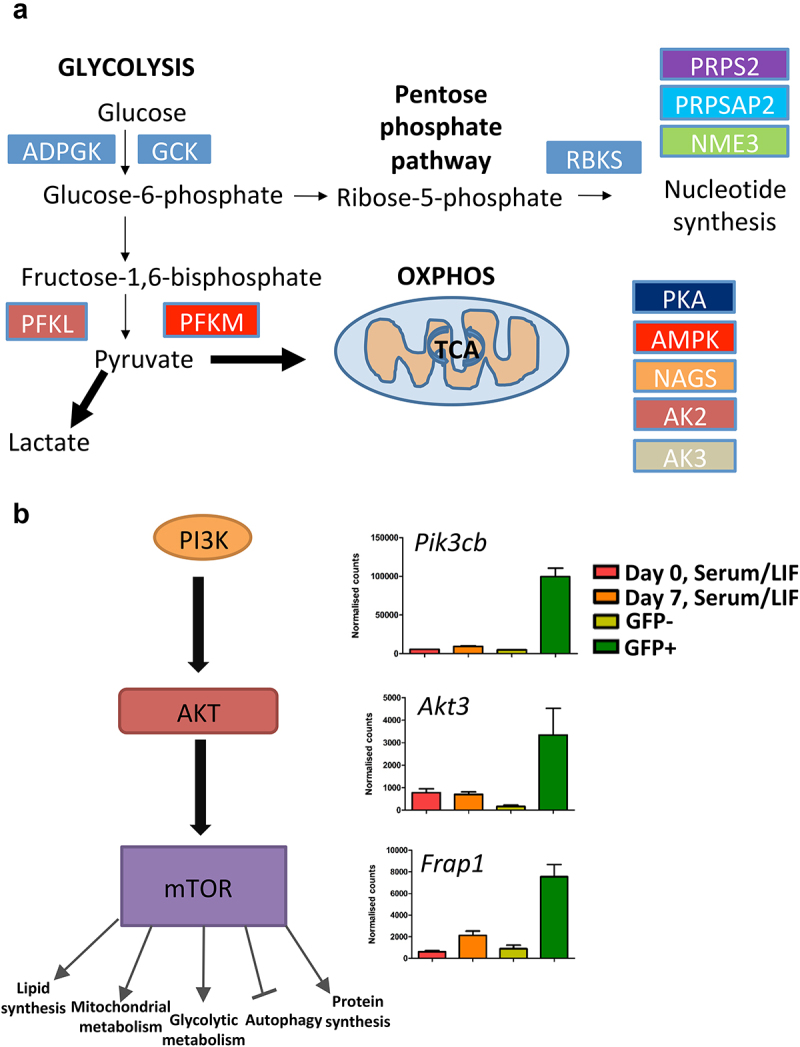
Metabolism is a key component regulating UHRF1 in mESCs. a) Schematic outlining the glycolysis, pentose phosphate pathway and oxidative phosphorylation pathways of glucose metabolism. Highlighted in coloured boxes are factors involved in the respective pathways, and that are targeted by hairpins enriched within the GFP+ population, indicating glucose metabolism is potentially a key regulator in the process of UHRF1 degradation in 2i conditions. b) Schematic of the PI3K/AKT/mTOR pathway, the bar charts show the normalized counts of three shRNAs targeting the indicated genes which form part of the pathway. The results show an enrichment of the three shRNAs in the GFP+ samples relative to the GFP+, Serum/LIF day 0 and Serum/LIF day 7 samples. Error bars represent the standard deviation from three biological replicates.

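Among the hairpins drawn in Figure 2b are those against Pik3cb, a catalytic subunit of phosphatidylinositol 3-kinase, and Mtor, listed as FRAP1. Hairpin 1776 of Pik3cb had 40424 ± 9018 CPM (SD, n = 3) in 2i GFP+ cells, against 1493 ± 172 in 2i GFP- cells, 1122 ± 94.0 at Serum/LIF day 0 and 1689 ± 143 at Serum/LIF day 7. Hairpin 1322 of Mtor had 3058 ± 748 in GFP+ cells, 263 ± 143 in GFP- cells, 127 ± 49.1 at day 0 and 379 ± 88.9 at day 7. These values carry TMM factors over all 12 libraries, which raise the GFP+ group, and scaled by total count alone its means were 27281 and 2063 in the same order of genes. Against GFP- cells the log2 fold changes were 4.83 for Pik3cb (standard error 0.237, adjusted p = 2.52e-04 from edgeR's quasi-likelihood test) and 3.60 for Mtor (standard error 0.495, adjusted p = 0.00736). Against Serum/LIF day 7 they were 4.65 for Pik3cb (standard error 0.223, adjusted p = 3.91e-04 from edgeR) and 3.08 for Mtor (standard error 0.316). Against Serum/LIF day 0 they were 5.19 for Pik3cb (standard error 0.247, adjusted p = 2.65e-04 from edgeR) and 4.60 for Mtor (standard error 0.449). Of the other hairpins of Mtor, 2803 and 1324 had 0 counts in GFP+ cells and 843 and 85 at Serum/LIF day 7, at least 36.5-fold and at least 3.79-fold lower. Hairpin 1324 had 0 counts in all GFP- libraries too. Hairpin 2803 had 231 counts in GFP- cells and was not past the thresholds against them (adjusted p = 0.0559 from edgeR). Hairpin 1320 had 0 counts in GFP+ cells and 0, 0 and 1 in GFP- replicates A, B and C. The hairpins 2807 and 2806 were not past the thresholds, with log2 fold changes of 3.10 and -0.72 against GFP- cells. Over all hairpins, 285 were higher and 926 lower in GFP+ cells than at Serum/LIF day 7, of 2906 tested (313 and 988 with exactTest). Against day 0, 272 were higher and 668 lower, of 2670 tested (290 and 744 with exactTest). Scaled by total count, these were 165 and 1068 against day 7 and 140 and 819 against day 0. Without GFP+ replicate B, 489 were higher and 1385 lower than at day 7, and 451 and 1027 than at day 0. Without Serum/LIF day 7 replicate A, B or C, 96, 90 or 101 were higher and 10, 6 or 10 lower, and without day 0 replicate A, B or C, 108, 101 or 91 and 7, 8 or 6, where the filter drops hairpins with no count in GFP+ cells. With the tested hairpins kept, 197, 194 or 200 were higher and 831, 816 or 825 lower against day 7, and 192, 185 or 171 higher and 584, 592 or 579 lower against day 0.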

Transition to ground state pluripotency involves a shift in glucose metabolism from purely glycolytic in serum/LIF mESCs to bivalent (glycolytic and oxidative phosphorylation) in naïve mESCs suggesting that glucose metabolism is a key component of naïve pluripotency [42]. Furthermore, downregulation of several components of the glycolytic pathway leads to loss of naïve pluripotency [43]. The observation that hairpins targeting factors regulating metabolism and specifically glucose metabolism are enriched within the GFP+ population confirms the success and relevance of the screen. In addition, we also observed several components of the PI3K/AKT/mTOR pathway that were targeted by enriched hairpins within the GFP+ population (Figure 2). 

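Beyond the hairpins of Figure 2b, other members of the pathway had enriched hairpins in GFP+ cells. Hairpin 1246 of Eef2k, the kinase of elongation factor 2 that mTOR signalling restrains, rose from 115 ± 14.3 CPM (SD, n = 3) in GFP- cells to 6074 ± 1955 in GFP+ cells. Hairpin 1410 of Stk11, the LKB1 kinase that activates AMP-activated kinase, rose from 297 ± 86.6 to 1291 ± 644, and hairpin 1721 of Pik3c2g, a class II phosphatidylinositol 3-kinase, from 345 ± 68.9 to 1227 ± 206. Pik3cb had 3 enriched hairpins of 5. The log2 fold change was 5.72 for Eef2k (standard error 0.320, adjusted p = 3.95e-04 from edgeR's quasi-likelihood test), 2.12 for Stk11 (standard error 0.523, adjusted p = 0.0228) and 1.83 for Pik3c2g (standard error 0.296, adjusted p = 0.00736). For Pik3cb, hairpin 1777 had a log2 fold change of 2.30 (standard error 0.303) and hairpin 1774 one of 1.22 (standard error 0.355), which was 0.88 without GFP+ replicate B and then not past the fold limit. Its hairpin 1778 was not past the thresholds, with a log2 fold change of -0.29, and its hairpin 1775 had 0 counts in GFP+ and 3233 in GFP- cells, at least 237-fold lower. Hairpin 1408 of Stk11 was depleted, with 1326 counts in GFP+ and 12589 in GFP- cells. Of 87 tested hairpins against genes of the pathway, 8 in 6 genes were enriched, 18 were depleted and 61 were not past the thresholds. All 8 were also called when adjusted over the list alone. The share of 9.20%, compared with 8.56% of other hairpins, did not pass Fisher's exact test (two-sided, adjusted p = 0.915).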

The PI3K/AKT/mTOR pathway is a key regulator of metabolism and has been implicated in naïve cell biology in both mouse and human ESCs, and mTOR has been implicated as a regulator of the core naïve pluripotency maintenance network [44–46]. 

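Hairpins against 7 Eph receptor genes were enriched in GFP+ over GFP- cells, and these receptor tyrosine kinases bind ephrins on neighbouring cells. Epha1, Epha6, Ephb2 and Ephb4 had a pair of enriched hairpins each, and Epha3, Epha4 and Epha10 had 1. Hairpin 893 of Epha3 rose from 666 ± 72.5 CPM (SD, n = 3) in GFP- cells to 3829 ± 1652 in GFP+ cells, a log2 fold change of 2.52 (standard error 0.341, adjusted p = 0.00736 from edgeR's quasi-likelihood test). The log2 fold changes of the hairpins 913 and 914 of Epha1 were 2.47 (standard error 0.336) and 2.97 (standard error 0.811), and those of the hairpins 2882 and 2883 of Ephb2 were 2.10 (standard error 0.406) and 1.94 (standard error 0.422). The values were 2.90 (standard error 0.471) and 1.25 (standard error 0.377) for the hairpins 1081 and 1079 of Ephb4 and 1.83 (standard error 0.289) for hairpin 1022 of Epha4. Hairpin 888 of Epha6 had 677 counts in GFP+ and 34 in GFP- libraries. Another hairpin of Epha4, number 1021, had 0 counts in GFP+ and 1197 in GFP- cells, at least 87.0-fold lower. Of 53 tested hairpins against Eph receptors, 11 were enriched, 7 depleted and 35 not past the thresholds, and 12 were enriched when adjusted over the list alone. The share of 20.8% exceeded the 8.32% of other hairpins (Fisher's exact test, two-sided adjusted p = 0.0281 over 13 lists). This call was lost when any 1 of the 6 libraries was left out (adjusted p from 0.0670 to 0.954) and held in 7 of 24 alternative analyses, over which the adjusted p ranged from 0.00352 to 0.954. With limma's camera the adjusted p was 0.0113 at a preset correlation and 0.381 with an estimated one. The paper singled out this family on these samples, so these tests are not independent evidence.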

Other notable candidates include multiple hairpins of the EPH family of receptors, a large family of tyrosine kinases with roles in cytoskeletal organization, cell adhesion and morphogenesis, in particular of the nervous and lymphatic system [47].

### UHRF1 expression is rescued in validation knockdowns

In order to confirm the accuracy of the screen, we selected four candidate genes to validate, Prpsap2, Sephs2, Csnk2b and Nags each of which are represented amongst the top enriched shRNAs within the GFP+ population, and involved in metabolic pathways (Supplementary Figure 1B). 

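Sephs2 makes selenophosphate, Csnk2b is the regulatory subunit of casein kinase 2, Prpsap2 binds phosphoribosyl pyrophosphate synthetase and Nags makes N-acetylglutamate for the urea cycle. Each had at least 1 hairpin enriched in 2i GFP+ over 2i GFP- cells. Hairpin 2953 of Sephs2 had 3233 ± 91.7 CPM (SD, n = 3) in GFP+ cells against 50.7 ± 8.20 in GFP- cells, and hairpin 2951 had 599 ± 21.7 against 8.36 ± 0.294. Hairpin 1932 of Csnk2b had 8561 ± 499 against 813 ± 43.7, hairpin 2947 of Prpsap2 had 2371 ± 579 against 189 ± 32.4 and hairpin 2968 of Nags had 4021 ± 284 against 386 ± 57.6. The log2 fold changes were 5.99 for hairpin 2953 of Sephs2 (standard error 0.249, adjusted p = 1.07e-04 from edgeR's quasi-likelihood test) and 6.16 for its hairpin 2951 (standard error 0.481, adjusted p = 0.00148). They were 3.40 for hairpin 1932 of Csnk2b (standard error 0.137, adjusted p = 1.07e-04 from edgeR) and 5.00 for its hairpin 1933 (standard error 0.735). For Prpsap2 they were 3.65 for hairpin 2947 (standard error 0.310, adjusted p = 0.00202 from edgeR) and 4.14 for hairpin 2948 (standard error 0.528), and for hairpin 2968 of Nags the value was 3.38 (standard error 0.208, adjusted p = 5.43e-04 from edgeR). By p-value these hairpins ranked 5th (Csnk2b), 6th (Sephs2), 13th (Nags) and 24th (Prpsap2) of the 223 enriched. If the table follows the order of the clone numbers, the hairpins 2951 and 2953 of Sephs2 share 20 of 21 bases, as do 2947 and 2948 of Prpsap2, so these pairs would not be independent hairpins. Under that order the 2 Sephs2 hairpins that the paper found effective would be 2951, which was enriched, and 2952, which was not. For Nags the effective hairpin would be 2968, which was enriched, and a hairpin that failed would be 2965, which was depleted. For Csnk2b a hairpin that the paper found effective would be 1931, which was depleted. These cases do not settle the order, since an effective hairpin may not have been enriched in the screen. The count of hairpin 2951 was 12.6% to 21.2% of that of 2953 in all 12 libraries, and that of 2948 was 13.1% to 23.0% of that of 2947. Other hairpins of the same genes were not enriched. For Sephs2, the log2 fold changes of the hairpins 2950, 2952 and 2954 were 1.75, -2.64 and -1.66, none past the thresholds. Hairpin 1934 of Csnk2b, with a log2 fold change of 3.73 (standard error 2.65), did not pass either. Hairpin 1931 of Csnk2b had 0 counts in GFP+ and 178 in GFP- cells, at least 13.5-fold lower, and hairpin 2945 of Prpsap2 had 0 and 198, at least 15.3-fold lower. The hairpins 2946 and 2949 of Prpsap2 had log2 fold changes of -0.13 and -1.13, not past the thresholds. Together with Ripk3, Pim1 and Sephs1, these genes had 9 of 31 tested hairpins enriched, also when adjusted over the list alone (29.0%, compared with 8.33% of other hairpins, Fisher's exact test, adjusted p = 0.0105, 0.0997 without GFP+ replicate B and 0.191 by camera with an estimated correlation), but the study chose them on these samples and the test is not independent evidence.

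**Figure D2:**
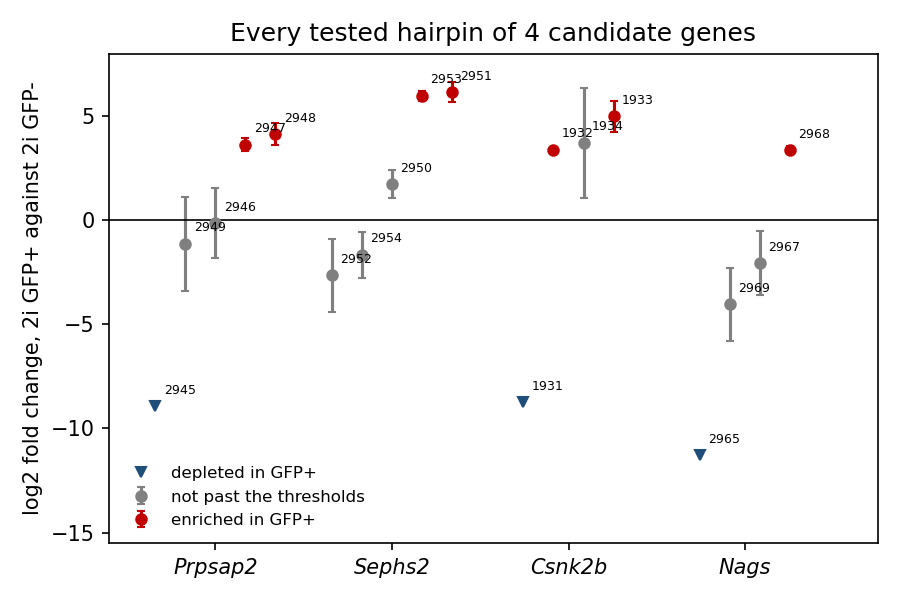
Log2 fold change of every tested hairpin of the 4 genes, 2i GFP+ against 2i GFP-, with standard errors for hairpins with counts in GFP+ cells. The horizontal line marks a log2 fold change of 0. Enriched hairpins lie at 3.38 to 6.16, and triangles mark hairpins with 0 counts in GFP+ cells, whose fitted values are no bounds.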

We generated cell lines, using shRNA lentiviruses, for each candidate gene. The pools of shRNAs used for validation are the same sequences as in the kinase sub-library. For Prpsap2, Sepsh2 and Csnk2b we identified 2x shRNAs that produced a knock-down of their respective conditions in both serum/LIF and 2i conditions, whereas only one such shRNA was identified targeting Nags in the two culture conditions (Supplementary Figure 2A-D). This confirms and explains the result of the shRNA screen where not all hairpins for a candidate, for example Nags, were identified in the GFP+ population. 

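Nags makes N-acetylglutamate from glutamate and acetyl-CoA in mitochondria, and of its 5 hairpins in the count table only number 2968 was enriched in 2i GFP+ cells. It had 12721, 6869 and 16234 counts in GFP+ replicates A, B and C, and 1741, 1740 and 1104 in GFP- replicates A, B and C. Hairpin 2965 of Nags had 0 counts in GFP+ and 1025 in GFP- cells and was at least 77.7-fold lower. Hairpin 2969 had 16 counts in GFP+ and 279 in GFP- cells (log2 fold change -4.02, standard error 1.76, adjusted p = 0.141 from edgeR's quasi-likelihood test), and hairpin 2967 had 82 and 353 (log2 fold change -2.05, standard error 1.55, adjusted p = 0.379 from that test). Hairpin 2966 had 0 counts in all GFP+ libraries and 1, 162 and 2 in the GFP- libraries, too few to be tested.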

For both Prpsap2 and Sephs2 a third shRNA produced a significant knockdown of the respective genes, however it was not to the same extent as the two other successful knockdowns and so was not taken forward for further analysis. For each candidate, shRNA transduction was performed in serum/LIF cultured cells which were subsequently transitioned to the ground state and cultured in 2i media for approximately 14 days before UHRF1 protein levels were determined by Western blot. Knockdown of each of the validation targets impaired degradation of UHRF1 in mESCs grown in 2i conditions whereas cells transduced with a non-targeting shRNA resulted in the loss of UHRF1, implicating these factors in the regulation of UHRF1 and in naive pluripotency more generally (data for Nags KD – Figure 3; Sephs2 KD – Figure 4; Csnk2b KD – Figure 5; Prpsap2 – Supplementary Figure 3; Panel B Western blot in each figure shows rescue of the UHRF1 protein in each knockdown). We also performed Western blot analysis on one of the mESC cell lines transduced with an shRNA that failed to knockdown Nags, therefore acted as an additional non-targeting control (Figure 3b). Validated knockdown cell lines undergo morphological changes in 2i conditions, indicating potential cell physiological relevance, while mESCs normally form highly homogenous small, round and domed colonies. For each of the knockdowns the cells remained viable in 2i conditions and were cultured for up to 1 month.

**Figure 3.**
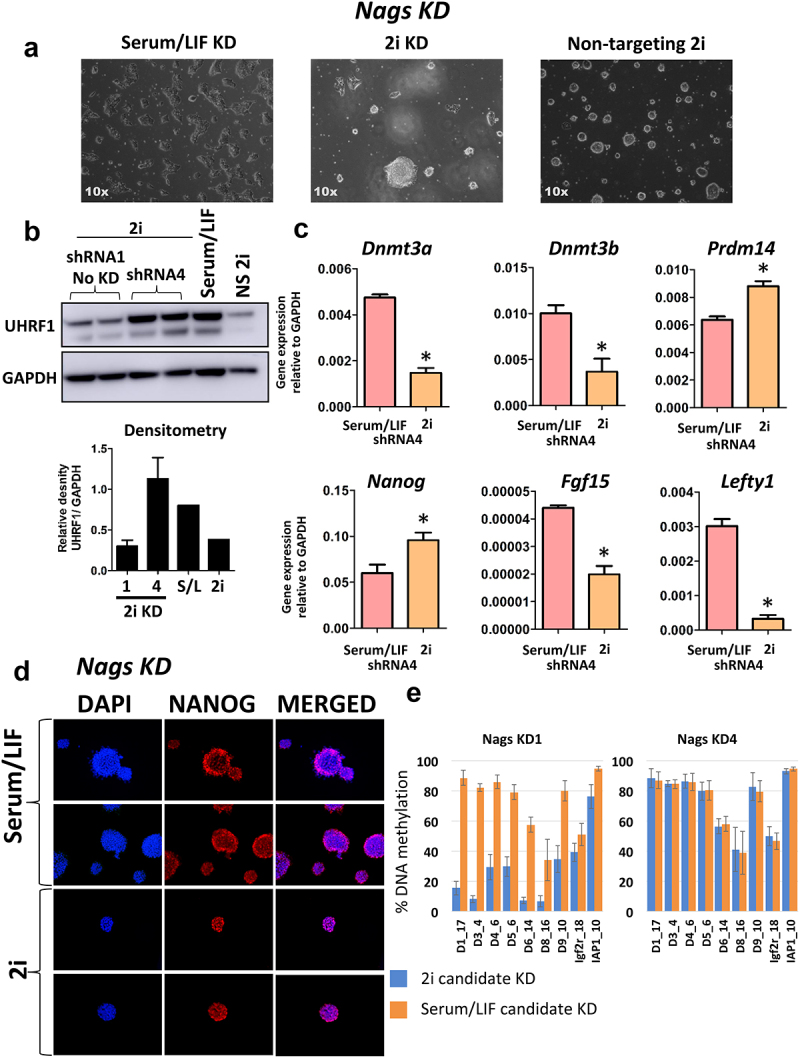
Knockdown of Nags rescues expression of UHRF1 in 2i conditions. a) Nags KD ESCs grown in 2i conditions display an altered heterogeneous morphology, data is shown for Serum/LIF KD and 2i Nags KD ESCs generated by shRNA4. b) Western blot analysis for UHRF1 upon knockdown of Nags. Analysis was performed for cell lines generated from the single shRNA producing a successful knockdown (shRNA4) and additionally shRNA1 that failed to knockdown Nags when measured by qPCR. The Western blot was performed in duplicate along with a positive control (Serum/LIF ESCs), as well as cells transduced with a non-silencing control vector grown in 2i conditions (NS 2i). Densitometry analysis was performed displaying the density of the UHRF1 band relative to the GAPDH band, error bars represent the minimum and maximum values from 2 technical replicates. The results show that knockdown of Nags prevents degradation of UHRF1 in cells cultured in 2i conditions, and therefore replicates the results of the shRNA screen. Furthermore, shRNA1 failed to impact upon UHRF1 expression. c) Six candidate genes whose expression is known to change from Serum/LIF to 2i were measured in Nags KD ESCs shRNA4, grown in both Serum/LIF and 2i conditions. Data are presented as 2− ΔCt with Gapdh serving as a loading control. Error bars represent the standard error of the mean from 3 technical replicates, * denotes P value < 0.05. d) Expression of the pluripotency marker NANOG as measured by immunofluorescence. Data is shown for Nags KD ESCs grown in both Serum/LIF and 2i. Data is shown for 2 representative images, and DAPI was used as a nuclear stain. e) DNA methylation in each KD cell line is shown in the two panels. Data is shown as average of all CpG values in each amplicon (as detailed in Supplementary Figure 6 and methods section) and error bars represent the standard deviation.

**Figure 4.**
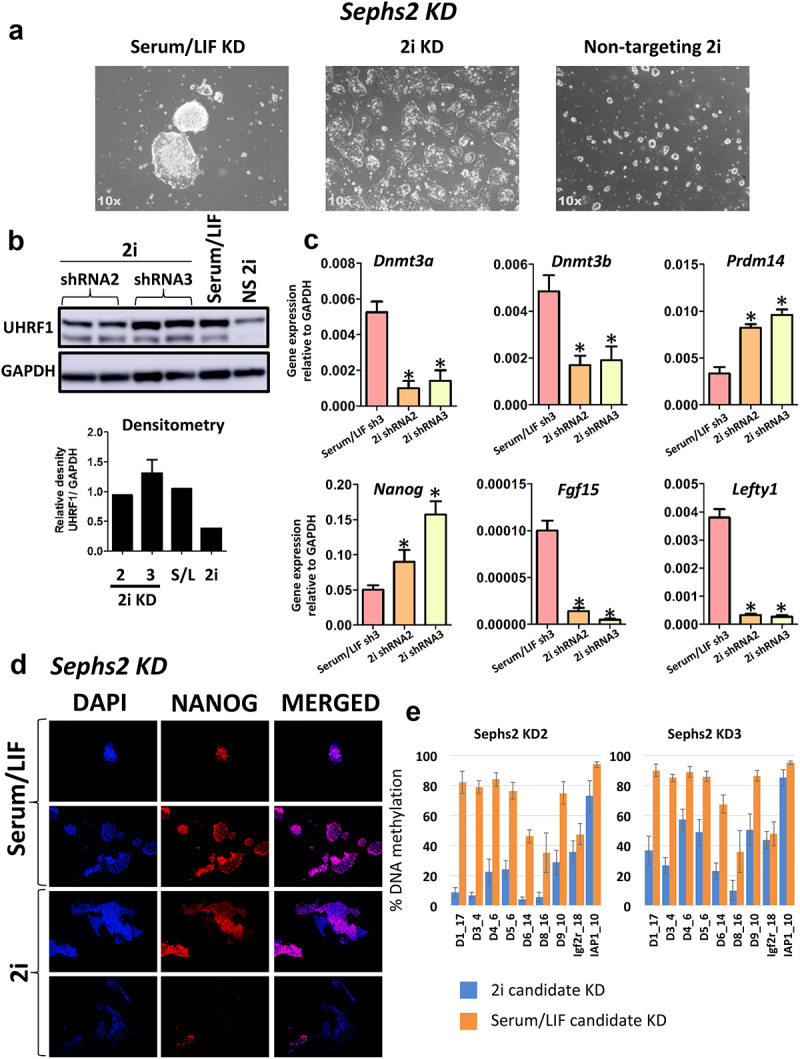
Knockdown of Sephs2 rescues expression of UHRF1 in 2i conditions. a) Sephs2 KD ESCs grown in Serum/LIF and 2i conditions display an altered morphology, data is shown for Serum/LIF and 2i Sephs2 KD ESCs generated by shRNA3. b) Western blot analysis for UHRF1 upon knockdown of Sephs2. Analysis was performed for cell lines generated from the two shRNAs producing a successful knockdown. The Western blot was performed in duplicate along with a positive control (Serum/LIF ESCs), as well as cells transduced with a non-silencing control vector grown in 2i conditions (NS 2i). Densitometry analysis was performed displaying the density of the UHRF1 band relative to the GAPDH band, error bars represent the minimum and maximum values from 2 technical replicates. The results show that knock-down of Sephs2 prevents degradation of UHRF1 in cells cultured in 2i conditions, and therefore replicates the results of the shRNA screen. c) Six candidate genes whose expression is known to change in Serum/LIF to 2i were measured in Sephs2 KD ESCs grown in both Serum/LIF and 2i conditions. Data is shown for Serum/LIF Sephs2 KD ESCs (Serum/LIF shRNA3), and 2i ESCs transduced with the 2 effective shRNA downregulating Sephs2 (shRNA2 and shRNA3). Data are presented as 2− ΔCt with Gapdh serving as a loading control. For the Serum/LIF Sephs2 KD ESCs data is shown for ESCs transduced with shRNA 3 targeting Sephs2. Error bars represent the standard error of the mean from 3 technical replicates, * denotes P value < 0.05. d) Expression of the pluripotency marker NANOG as measured by immunofluorescence. Data is shown for Sephs2 KD ESCs grown in both Serum/LIF and 2i conditions similar to Figure 3. e) DNA methylation in each KD cell line is shown in the two panels. Data is shown as average of all CpG values in each amplicon (as detailed in Supplementary Figure 6) and error bars represent the standard deviation.

**Figure 5.**
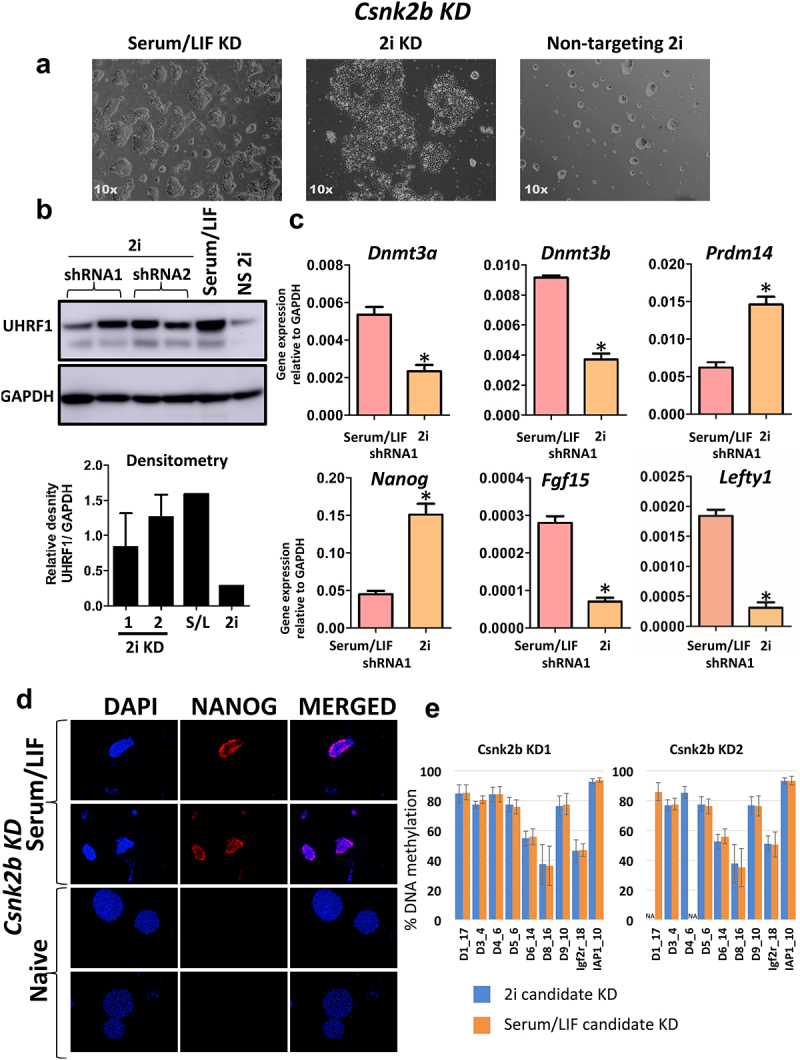
Knockdown of Csnk2b rescues expression of UHRF1 in 2i conditions. a) Csnk2b KD ESCs grown in 2i conditions display an altered morphology, with cells failing to form the domed, round colonies characteristic of 2i cells. Data is shown for Serum/LIF KD and 2i Csnk2b KD ESCs generated by shRNA1. b) Western blot analysis for UHRF1 upon knockdown of Csnk2b. Analysis was performed for cell lines generated from the two shRNAs producing a successful knockdown. The Western blot was performed in duplicate along with a positive control (Serum/LIF ESCs), as well as cells transduced with a non-silencing control vector grown in 2i conditions (NS 2i). Densitometry analysis was performed displaying the density of the UHRF1 band relative to the GAPDH band, error bars represent the minimum and maximum values from 2 technical replicates. The results show that knock-down of Csnk2b prevents degradation of UHRF1 in cells cultured in 2i conditions, and therefore replicates the results of the shRNA screen. c) Six candidate genes whose expression is known to change in Serum/LIF to 2i were measured in Csnk2b KD ESCs shRNA1, grown in both Serum/LIF and 2i conditions. Data are presented as 2− ΔCt with Gapdh serving as a loading control. Error bars represent the standard error of the mean from 3 technical replicates, * denotes P value < 0.05. d) Expression of the pluripotency marker NANOG as measured by immunofluorescence. Data is shown for Csnk2b KD ESCs grown in both Serum/LIF and 2i. Data is shown for 2 representative images, and DAPI was used as a nuclear stain. Data is for the knockdown cell line produced by shRNA1. e) DNA methylation in each KD cell line is shown in the two panels. Data is shown as average of all CpG values in each amplicon (as detailed in Supplementary Figure 6) and error bars represent the standard deviation in 3 technical replicates.

Among the candidates we tested, Nags (N-acetylglutamate synthase) is involved in the synthesis of N-acetylglutamate (from Acetyl-CoA and Glutamate), which in mammals is an essential cofactor in the first enzymatic step of the urea cycle [48]. Nags KD ESCs populations are shown in Figure 3a, with the expected colony structure. Whilst we observed that UHRF1 expression is rescued upon knockdown of our validation candidates, we did not know whether the cells were still successfully adopting ground state pluripotency identity. To begin to address this, we selected six candidate genes that undergo well characterized expression changes in the transition to ground state pluripotency [8]. We selected Dnmt3a, Dnmt3b, Lefty1, Fgf15, which are all down-regulated in 2i, and Nanog, Prdm14 that are both up-regulated in 2i conditions (Supplementary Figure 2 E and F). Also, to probe the impact on pluripotency further we also investigated the expression of the pluripotency factor NANOG by immunofluorescence in both serum/LIF and 2i conditions, and measured alkaline phosphatase activity. Transcriptionally, Nags KD cells followed the expected transcriptional changes when transitioned from Serum/LIF to 2i culturing, and in both conditions NANOG protein levels were preserved (Figure 3c and d, non-targeting samples in Supplementary Figure 3D). Increased alkaline phosphatase (AP) activity is a marker of pluripotent stem cells [49], and so to gain an indication as to the impact of Nags KDs on the pluripotency of the mESCs, we measured AP in the cell lines by colourimetric assay. We found that AP activity was reduced in the 2i Nags KD cells, indicating impairment of naive pluripotency (Supplementary Figure 6A). Despite a 2i transcriptional state indicating transition to the ground state, albeit limited to these six marker genes, it is unclear what the significance of this reduces AP activity is. A deeper assessment of the roles of Nags in stem cell function and its relation to DNA methylation would give further answers.

Rescue of UHRF1 levels implies that DNA methylation levels would also be preserved, and would not be lost as expected during the transition to the ground state pluripotency. To test this, we have selected genomic regions known to lose substantial amounts of DNA methylation as previously described [8], and quantified DNA methylation (Supplementary Figure 6B). We also selected two genomic regions, which do not lose DNA methylation levels: an IAP (intracistronic A particle) and Igf2 (an imprinted region), also previously validated in the same study. Having these regions selected, we generated targeted bisulphite sequencing libraries and sequenced ~300 bp of each amplicon, obtaining data for several CpGs for each regions. As expected, all regions analysed validated previously published data, indicating the remarkable reproducibility of DNA methylation loss from Serum/LIF to ground state (Supplementary Figure 6B). As hypothesized, this test revealed that Nags KD prevented DNA methylation loss in the regions analysed (Figure 3e). As expected, in the samples where the shRNA was not successful in knocking down Nags (shRNA1), the methylation levels were indistinguishable from 2i levels, strengthening the direct involvement of Nags in controlling DNA methylation levels through UHRF1. Whether Nags is indirectly regulating UHRF1 degradation, mediated by other kinases, or through direct interaction is unclear.

Our next candidate, Sephs2 (selenophosphate synthetase 2), is a key enzyme in selenocysteine biosynthesis in mammals. Selenocysteine (Sec) is the 21st aminoacid in the genetic code and, unlike all other aminoacids, its biosynthesis occurs on its tRNA [50]. Sephs2 is also a selenoprotein, which means that it can autoregulate as well as control synthesis of other selenoproteins [51]. Images of Sephs2 KD populations in Serum/LIF and 2i are shown in Figure 4a, which shows that the cells didn’t maintain colony structures. Transcriptionally, the transition to the ground state occurs as expected (Figure 4c), and despite aberrant 2i morphology, NANOG protein levels are in part preserved (Figure 4d), albeit these cells have reduced AP activity (Supplementary Figure 6A). The disconnect between the lack of 2i morphology yet ground state-like gene expression of the markers in Figure 4c indicates that Sephs2 KD might affect genes linked to cytoplasmic architecture or cell-to-cell contact, but not the core pluripotency network. Interestingly, despite UHRF1 protein levels being rescued upon Sephs2 KD, DNA methylation on the target sites was still largely lost during the transition to 2i (Figure 4e), strengthening the argument that these cells transitioned to the ground state. This was unexpected and suggests that UHRF1 protein, although not degraded, is not fully functional in Sephs2 KD cells. Knockdown of Sephs2 in NIH3T3 cells resulted in significant impairment of selenoprotein synthesis, and resulted in loss of some candidate proteins tested [52]. This indicates that selenoproteins might be implicated in UHRF1 protein degradation, but also its activity, which is impaired in 2i in the absence of Sephs2. This could indicate that UHRF1 itself might be a selenoprotein.

The next candidate, Csnk2b (Casein Kinase 2 Beta), encodes the beta subunit of caseine kinase II, a broad specificity protein kinase involved in control of cellular homoeostasis [53]. Csnk2b have lost the dome-shaped colony structure in 2i (Figure 5a) but express the panel of markr genes as expected in 2i (Figure 5c), indicating that 2i-specific core network of genes are induced. While Nanog gene expression is still slightly higher in 2i as expected, NANOG protein is lost (Figure 5c and d) and these cells also have a very low AP activity compared to wild-type 2i mESCs (Supplementary Figure 6A). This could indicate that KD of Csnk2b, as a key signalling hub, affects downstream protein function, and while it rescues UHRF1 protein, it targets other proteins for degradation. RNA-seq and proteomics would clarify and delineate these possibilities, which we haven’t addressed here. We also measured levels of DNA methylation in KD cell lines in Serum/LIF and 2i conditions. Interestingly, Csnk2b KD cells, like Nags KD, do not undergo DNA methylation loss. This data shows that Nags and Csn2b KD cell lines follow the expected outcome by transitioning successfully to the ground state, while preventing UHRF1 and DNA methylation loss.

Finally, Prpsap2 (Phosphoribosyl Pyrophosphate Synthetase Associated Protein 2), is a non-catalytic associated unit of phosphoribosylpyrophosphate synthetase (PRPS), involved in the synthesis of phosphoribosyl pyrophosphate (PRPP), a primary substrate and critical control factor for de novo synthesis of purine and pyrimidine nucleotides, histidine and tryptophan, and the cofactor NAD [54]. Prpsap2 KD mESCs morphology seems to be altered (Supplementary Figure 3A) but again, the expression of all six of the test candidate genes in Prpsap2 go in the expected direction (Supplementary Figure 3C). This indicates that, at least transcriptionally, the knockdown ESCs are still transitioning to the ground state of pluripotency despite the fact that the cells still express UHRF1. We observed that Prpsap2 knockdown did not impact on NANOG in Serum/LIF conditions but resulted in reduced protein levels in 2i conditions (Supplementary Figure 3D) indicating a loss of pluripotency, despite expected transcriptional changes in 2i. We observed that Prsap2 KD resulted in reduced AP activity in 2i conditions, further indicating loss in the pluripotent capacity of these cells (Supplementary Figure 6A). Surprisingly, however, Prpsap2 KD-like Sephs2KD did not prevent DNA methylation loss despite high levels of UHRF1 levels, confirming the transition to the ground state. This indicates that UHRF1 is not fully functional, despite Prpsap2 KD transitioning to 2i with intact UHRF1, and interferes with the process of DNA methylation recruitment to the chromatin, or perhaps interferes with its enzymatic activity.

From these results, we could conclude that knockdown of all candidates tested resulted in UHRF1 protein rescue, validating the screen, but yielded varied effects on UHRF1 activity and DNA methylation maintenance. KD of all candidates reduced AP activity, indicating reduced pluripotency, and in Prpsap2 and Csnk2b KD mESCs this was associated with reduced NANOG expression. In contrast, whilst Nags and Sephs2 knockdown also resulted in reduced AP activity, NANOG expression was unaffected and further investigation is required to characterize the impact on pluripotency upon their knockdown. It is also interesting to note that the loss of NANOG following Prpsap2, Csnk2b is only evident in 2i cells, with no impact on NANOG in serum/LIF conditions. This would indicate that the role of these factors differs between the two conditions, perhaps reflective of the shift in signalling networks that mESCs undergo in 2i conditions.

### PKA signalling as a central hub in UHRF1 regulation

In addition to the validation of the screen through shRNA knockdown of candidate genes, we also validated the screen through the use of the small-molecule PKA inhibitor H-89. 

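PKA is a tetramer of regulatory and catalytic subunits, and hairpins against the regulatory subunit genes Prkar1a and Prkar2a and the catalytic subunit gene Prkaca were more frequent in 2i GFP+ than in 2i GFP- cells of the screen. Hairpin 2270 of Prkar1a rose from 80.5 ± 32.3 CPM (SD, n = 3) in GFP- cells to 1446 ± 291 in GFP+ cells, a log2 fold change of 4.17 (standard error 0.456, adjusted p = 0.00540 from edgeR's quasi-likelihood test). Hairpin 1827 of Prkar2a rose from 320 ± 18.6 to 3617 ± 2199, a log2 fold change of 3.50 (standard error 0.463, adjusted p = 0.00736 from edgeR). Hairpin 58 of Prkaca rose from 689 ± 28.4 to 3155 ± 117, a log2 fold change of 2.19 (standard error 0.171, adjusted p = 0.00148 from edgeR). Of the other hairpins of these genes, some were depleted. The hairpins 2271 and 2272 of Prkar1a had 0 counts in GFP+ cells and 518 and 169 in GFP- cells, at least 38.4-fold and at least 12.3-fold lower. The hairpins 1824 and 1828 of Prkar2a had 0 counts in GFP+ cells and 445 and 132 in GFP- cells, at least 31.7-fold and at least 9.73-fold lower. For Prkaca none of the other 4 tested hairpins passed both thresholds, with log2 fold changes from -2.36 for hairpin 56 to 0.88 for hairpin 59. The latter had an adjusted p of 0.0187 from edgeR.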

Inhibition of PKA was selected as several components of the heterotetramer were targeted by GFP+ enriched shRNAs, including Prkar1a, Prkar2a and Prkaca. Furthermore, regulators of PKA, such as Pkia and Pkig, were also targeted. 

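Pkia and Pkig encode protein kinase inhibitors that bind the free catalytic subunit of PKA. Hairpin 3270 of Pkig had the smallest p-value of all hairpins tested between 2i GFP+ and 2i GFP- cells, with 17984 ± 496 CPM (SD, n = 3) in GFP+ and 275 ± 11.2 in GFP- cells. This is a log2 fold change of 6.03 (standard error 0.116, adjusted p = 5.76e-06 from edgeR's quasi-likelihood test). Hairpin 63 of Pkia rose from 231 ± 101 to 2181 ± 805, a log2 fold change of 3.24 (standard error 0.476, adjusted p = 0.00736 from edgeR). Another hairpin of Pkig, number 3272, had 0 counts in GFP+ and 903 in GFP- cells, at least 65.5-fold lower. The hairpins 3268, 3269 and 3271 of Pkig had log2 fold changes of 1.43 (standard error 1.80), 0.57 (standard error 0.876) and -0.83 (standard error 0.989), none past the thresholds. For Pkia, the hairpins 62 and 64 had log2 fold changes of 0.27 (standard error 0.566) and -0.23 (standard error 1.57), not past the thresholds either. Hairpin 1757 of Prkar1b, another regulatory subunit, was at least 151-fold lower in GFP+ cells, where it had 0 counts.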

Initially, we treated serum/LIF cells with the PKAi (final concentration of 10 μM) before transitioning the cells to 2i media for a period of 10 days (Supplementary Figure 4A). Under these conditions, PKAi treated cells transitioned to 2i forming domed colonies (Supplementary Figure 4B). Western blot analysis revealed that UHRF1 is not targeted for degradation in 2i cells grown in the presence of H-89, indicating that PKA function is required for loss of UHRF1 in the ground state (Supplementary Figure 4C). The advantage of using a small-molecule inhibitor to validate a target candidate is that it allows the inhibition after cells have transitioned to ground state pluripotency and circumvents the technical difficulties we experienced in transducing 2i cultured mESCs with shRNA constructs. Knockdowns performed in serum/LIF and subsequently transitioned to ground state could also potentially confound results by limiting the ability to differentiate between a direct effect on UHRF1 from a more general effect on the transition to naïve pluripotency and indirect effect on UHRF1 degradation. Therefore, using the inhibitor after transition sidesteps the issue of the more general effect on blocking the transition. We consequently cultured mESCs in 2i media for 10 days before adding H-89 (at a final concentration of 10 μM) for a further 10 days (Supplementary Figure 5A). Again, these cells had altered morphology from that expected of 2i cells but were also distinct from cells, which were treated with H-89 prior to the transition to the ground state pluripotency, with the presence of flat, pebble-like colonies (Supplementary Figure 5B). Expression of UHRF1 was rescued by addition of H-89 post resetting (Supplementary Figure 5C and D), indicating that PKA may play a more direct role in the regulation of UHRF1.

Next, we assayed the impact of PKAi on the acquisition of a 2i-specific gene expression profile. Interestingly, we observed that PKAi led to a failure of mESCs to downregulate Dnmt3a and Dnmt3b. Furthermore, Lefty1 and Fgf15 were upregulated upon inhibition of PKA in 2i conditions, the opposite direction to that expected. Finally, Nanog and Prdm14 were both up-regulated as expected (Supplementary Figure 4D). From these results, we could conclude that PKA inhibition results in a failure of mESCs to acquire a ground state transcriptional profile, indicating a failure of these cells to induce transition to ground state pluripotency.

In summary, our kinase screen has identified many candidate genes that play a role in regulating UHRF1 stability and activity in mouse embryonic stem cells and during transition to ground state pluripotency. Interestingly, despite the fact that knockdown of all of the genes we chose for validation rescued UHRF1 loss, not all of the knockdowns preserved DNA methylation levels, as assayed in our targeted sequencing analysis – indicating a more complex mechanism for DNA methylation inheritance than expected.

## Discussion

Here, we have conducted an shRNA kinase screen and identified 251 genes that could play a role in controlling the DNA methylation maintenance machinery. Although these candidates are involved in DNA methylation maintenance in the transition to the ground state pluripotency, they might have roles in other developmental stages, cancer or ageing. Recent evidence shows that at least in cancer cell lines, UHRF1 is regulated by the ERK pathway at the transcriptional level rather than by the proteasome [55]. However, UHRF1 regulation is complex in cancer [56], and likely the candidates we identify here will have a role in regulating UHRF1 activity in the cancer context too. This dataset, therefore, is a useful resource for the research community to further explore links between signalling pathways and DNA methylation biology, and also for a more basic understanding of the mechanism of DNA methylation inheritance.

The epistatic relationship between the genes identified in this screen remains to be established, some may be more upstream in the signalling pathway converging on UHRF1, some may be directly acting on post-translational modifications of UHRF1 to regulate its stability and activity [57]. The readout of the screen presented here is the rescue of UHRF1, i.e., preventing degradation of the protein, but what our screen revealed is that in some cases, while this is necessary in being detected as a candidate, may not be sufficient for the maintenance of the DNA methylation patterns. All of our candidates we selected and independently knocked down to validated the screen have prevented UHRF1 degradation. Interestingly, while silencing two of the candidates tested, Nags and Csnk2b, fully rescued DNA methylation loss, two of the other candidates, Prpsap2 and Sephs2, failed to preserve DNA methylation patterns despite rescuing UHRF1 loss (Figures 3–5 and Supplementary Figures 3 and 6B).

It is rather surprising that so many kinases are able to impact on UHRF1, either by modulating its activity, interaction with other proteins or proteasomal degradation. In the particular case of kinases involved in glycolysis, this indicates that the relationship between epigenetic regulation and glucose metabolism is reciprocal. This means that while epigenetic marks can control and impact on metabolism [58], activity of kinases in metabolic pathways can signal to UHRF1 protein regulation, and therefore on the DNA methylation landscape. Unpicking kinase functions and mechanisms for all candidates identified in this study appears challenging. But the mouse embryonic stem cell system, where survival of cells is not reliant on DNA methylation (knockout cells lacking all methyltransferases are viable [59]) is a perfect system to delineate the mechanisms of UHRF1 regulation. This is not the case for differentiated cells, which require DNA methylation [60].

Inhibition of PKA using a small molecule inhibitor prevented UHRF1 degradation but had variable effects on DNA methylation levels, although most of the sites analysed have maintained DNA methylation. Loss of DNA methylation is thought to be a concerted regulation of two pathways, degradation of UHRF1 and global reduction of H3K9me2 [9], therefore, there is a possibility that Prsap2 and Sephs2 interfere with the lysine 9 methyltransferase activity or stability of the protein complexes they have been previously shown to be a part of [61]. The reliance on H3K9me2 for DNA methylation maintenance seems a bit more complex and nuanced since a catalytic mutation of G9a, the enzyme catalysing H3K9me2 deposition, resulted in a very small, albeit significant, reduction of global DNA methylation levels in mouse embryonic stem cells (less than 10% compared to the wild-type mESCs) while full G9a knockout in the same cells led to ~4 fold more loss of global DNA methylation [62], supporting the role of other H3K9 methyltransferases needed for the catalytic activity and dependence of the stability of the protein complexes on G9a. An alternative explanation might lie in the involvement of Prpsap2 and Prps2 (also a resulting candidate in our screen) in NAD production [63]. HDACs and sirtuins are NAD dependent proteins [64] and previous studies have identified that SIRT1 and DNMT1 can strongly bind to chromatin under oxidative stress, without changing the expression levels of DNMT1 [65]. There are no reports on the interaction of SIRT1 with DNMT1 in the transition to mouse ground state pluripotency but it is possible that impaired binding of DNMT1 to the chromatin is the reason DNA methylation is not maintained in Prsap2 KD cells despite the presence of UHRF1. Overall, the role of Prsap2 and Sephs2 in interfering with H3K9 methyltransferases or an alternative mechanism to inhibit DNA methylation maintenance remains to be determined. The complete rescue of the DNA methylation upon Nags and Csnk2b knockdown is notable. There is no documented link between Nags or N-acetylglutamate and histone PTM (Post-translational modification) or DNA methylation machinery, and at this stage it is unclear how this gene might regulate DNA methylation maintenance. Regarding Csnk2b, there is precedence in regulation of UHRF1 by Caseine Kinase 1 delta [33], and we hypothesize that the most likely mechanism of UHRF1 stabilization by Csnk2b is though a PTM. Generally, an interesting next step in following up the candidates from our screen, in particular Nags and Csnk2b, is to analyse UHRF1 and the resulting PTMs which might target UHRF1 for degradation by the proteasome. Another factor directly involved in the regulation of UHRF1 by targeting UHRF1 for degradation in mouse embryonic stem cells is Pramel7 [32]. Since our study is a kinase screen, we did not identify Pramel7 but it is very likely that our candidates either regulate Pramel7 levels, or more likely, interfere with PRAMEL7 interaction with UHRF1, which remains to be determined. Regarding the candidates we have identified in this screen, there is a possibility that some of them could reverse the inhibition by 2i and cells that have not transitioned to ground state might enrich in the GFP+ population. While this is a possibility, our validation data argues against this, where in some cases DNA methylation was still lost when in 2i state despite intact UHRF1 protein. Even PKA, which when inhibited induces differentiation in stem cells, seems to be involved in signalling and controlling UHRF1 degradation in the ground state. Our data is also supporting the concept that DNA methylation and pluripotency might not be intimately linked [8,66], and stem cells can transition to the naive state even in the presence of DNA methylation. The reason perhaps such a screen could work is because the presence of DNA methylation may not be relevant in naive pluripotency, and allows detection of functional relationships between signalling events and DNA methylation maintenance without impacting on the survival of cells. Nevertheless, robust DNA methylation machinery is essential for differentiation [67].

Regarding morphology of mESCs in Serum/LIF and 2i conditions, examining all the KD cells we have generated throughout the validation process indicates that there is little relationship between gene expression status and colony morphology. Although many of the knockdowns showed altered morphology in 2i, their gene expression pattern (the six marker genes) was 2i-like. Conversely, gene expression of PKAi cells transitioned to 2i had colony morphology similar to 2i cells (Supplementary Figure 4B) but our panel of six genes indicated differentiation. Therefore, one cannot use morphology to infer ground state transition of cells, which is commonly done in this experimental system.

In conclusion, we are providing a platform for the research community to further explore fundamental processes in mammalian development and disease, linking to DNA methylation biology. Loss of DNA methylation is very common in cancer and there might be pertinent parallels between the mechanism of DNA methylation loss in embryonic stem cells and the process of cellular transformation. Preventing global methylation loss might therefore be a viable cancer prevention avenue.

## Materials and methods

### Culture of mESCs

E14 ESCs in the Serum/LIF state were cultured without feeders in serum containing media (DMEM 4500 mg/l glucose, 4 mM L-glutamine, 110 mg/l sodium pyruvate, 15% foetal bovine serum, 1 U/ml penicillin, 1 μg/ml streptomycin, 0.1 mM nonessential amino acids, 50 μM β-mercaptoethanol and 10^3^ U/ml ESGRO LIF). E14 ESCs in the 2i state were cultured in the 2i media containing serum-free N2B27 – [DMEM/F12, Neurobasal, N2, B27], 10^3^ U/ml ESGRO LIF, PD0325901 [1 μm] and CHIR99021 [3 μM].

### shRNA library transduction

To perform the screen we obtained the TRC lentiviral mouse kinase shRNA library from the Broad Institute. For the screen, we obtained a mouse E14 ESC cell line expressing a UHRF1-GFP transgene (a kind gift from Prof Wolf Reik Lab), thereby allowing us to indirectly detect UHRF1 levels through GFP fluorescence (von Meyenn et al.,2016). Serum/LIF mESCs were transduced with the shRNA library at an M.O.I of 0.3 and a representation of 500x for each shRNA hairpin present in the library. Transduction was carried out in the presence of polybrene at a final concentration of 8 μg/ml and cells were transduced for a period of 24 hours. Following transduction, the cell media was removed and the cells were washed 2x in PBS before fresh media was added to the cells. Twenty-four hours later cells that had been successfully transduced were selected for a period of 72 hours in the presence of puromycin at a final concentration of 1.5 μg/ml.

### shRNA screen

Following selection, the cells were propagated in Serum/LIF media before being split into two – with one-half maintained in Serum/LIF media and the other half of cells in 2i media. At this point, cells were also collected for subsequent DNA extraction and sequencing – with these samples representing the diversity of the library at the start of the screen (Sample – Serum/LIF day 0). After 7 days, the cells cultured in Serum/LIF media were collected in triplicate (sample – Serum/LIF day 7), whilst the cells cultured in 2i media were then sorted by FACS based on GFP expression (GFP+ and GFP-). At each step, at least 1.8 × 10^6^ cells were collected for each sample to ensure a theoretical representation of 500x for each shRNA.

### shRNA screen: DNA extraction and PCR amplification

Following collection of cells DNA was extracted using the DNeasy blood and tissue kit (Qiagen) using the standard procedure described in the handbook. For PCR amplification of the library 2 μg of DNA for each sample was used, with the DNA split into four 500 ng reactions. A one-step PCR approach was used with P5 and P7 primers. The P5 and P7 primer were comprised of the P5/P7 flow-cell attachment sequence, the Illumina sequencing primer and the vector-binding sequence (primer sequence in shown in Supplementary Table 2). In addition, to avoid the issue of reduced sequence diversity faced by amplicon libraries, PCR was performed with a mix of P5 primers containing a stagger region of different length. The PCR reaction was set-up on ice as follows: 10 μl ExTaq 10x reaction buffer (Takara), 8 μl dNTPs (10 mM), 0.5 μl P5 primer (100 μM), 1.5 μl ExTaq polymerase (Takara), 10 μl P7 primer (5 μM) and the reaction mix was made up to 100 μl with water. The PCR cycling parameters were as follows: 95°C 1 minute, 28 cycles (95°C 30 seconds, 53°C 30 seconds, 72°C 30 seconds), 72°C 10 minutes. The PCR product was then purified using the AMPure purification system (Beckmancoulter) ready for sequencing.

### Library sequencing and shRNA screen data analysis

Sequencing was carried out on the Illumina NextSeq 500 platform using the mid-output (~400 × 10^6^ reads). Sequencing was carried out by the Queen Mary University of London Genome Centre. Raw data and count table were deposited at GEO with the accession number GSE158453. Alignment of sequencing data was performed using Bowtie2 under standard alignment parameters. Following alignment, a count table was generated using the following Python script (https://dharmacon.horizondiscovery.com/uploadedFiles/Resources/lentiviral-pooled-librarybioinfomatic-analysis-protocol.pdf). The count table was then imported into R and differential representation analysis was performed using the package EdgeR and using the exactTest function.

### Real-time PCR

Real-time analysis of gene expression was carried out using SYBR green chemistry. Expression of target genes were measured relative to the housekeeping gene Gapdh. The relative expression of the target genes was calculated using the 2− ΔCt method: 2− ΔCt (target gene) = 2 – [Ct (target gene) – Ct (average of housekeeping genes)].

### Western blotting

The 10 μg of protein was loaded onto a 4–12% Bis-Tris gel (NuPAGE) and run with 1 X MOPS SDS running buffer (NuPAGE). The denatured proteins were transferred to a PVDF membrane, which was subsequently blocked in 5% milk. Primary antibody incubation was carried out overnight with the following antibodies and concentration – UHRF1 1:1000 (Merck – MABE308), GFP 1:1000 (Abcam – ab290) and GAPDH 1:2500 (Cell Signalling Technology – 2118s). Following primary incubation, the membrane was washed 4x with PBST (PBS+0.1% Tween20) before incubation with the appropriate secondary antibody for 40 minutes. For UHRF1, anti-mouse HRP antibody (Merck – GENA934) was used, and for GFP and GAPDH anti-rabbit HRP antibody (Merck – GENA934) at a dilution of 1:5000. Following secondary antibody incubation, the membrane was washed 4 X in PBST before a final wash in PBS. Detection of target protein levels was carried out by chemiluminescence using the SuperSignal™ West Pico PLUSchemilumiescent substrate (ThermoFisher Scientific) and the blot was imaged on the Amersham imager 600.

### Immunofluorescence

Cells were grown in 12-well plates on cover slips before the media was removed and the cells washed 2x with PBS. The cells were then fixed with 4% paraformaldehyde for 15 minutes at room temperature, after which the cells were washed 2x in PBS and permeabilised with 0.2% Triton X100 in PBS for 5 minutes at room temperature. The cells were washed 2x in PBS and subsequently blocked with 1% FCS/PBS for 30 minutes after which the Nanog primary antibody was added to the cells in a 1:500 dilution in 1% FCS/PBS (Abcam – ab150084) and incubated for 1 hour at room temperature. Following this the cells were washed 3x in PBS and were then incubated in the presence of the secondary antibody Anti-Rabbit Alexa Fluor 594 (Abcam – ab150084) diluted 1:500 in 1%FCS/PBS. The cells were then washed a further 3x in PBS before being stained with DAPI diluted 1:500 in PBS, after which the cover slips were mounted onto a glass slide for imaging.

### Alkaline phosphatase activity

Alkaline phosphatase activity was measured by colourimetric assay using the Amplite™ colourimetric Alkaline Phosphatase Assay Kit. Cells were cultured in 2i media for at least 10 days, after which 10,000 cells for each cell line/treatment were seeded onto a flat-bottomed 96 well plate and cultured for 6 hours, before which the standard protocol described in the handbook was followed.

Absorbance was measured at 400 nm wavelength using the Optima plate reader.

### Targeted bisulphite sequencing

Bisulphite PCR primers were designed against an *in silico* bisulphite converted reference sequence, and universal Illumina adapter sequences were added to the 5’ end of each primer (Supplementary Table 3). Cells were dissociated to single cells using Accutase and DNA was isolated from pelleted cells using the PureLink Genomic DNA mini kit (ThermoFisher Scientific). Bisulphite conversion of DNA was carried out using the EZ DNA methylation lightning kit (Zymo), following the manufacturer’s instructions. The modified DNA was amplified using the loci specific bisulphite PCR primers and HotStar Taq DNA Polymerase (Qiagen). The PCR conditions were as follows: 95°C for 15 min; 94°C for 30 seconds; 56°C for 30 seconds; 72°C for 1 min; Repeat steps 2–4 29X; 72°C for 10 min; Hold 12°C. PCR products were purified using SPRI beads (Agencourt AMPure XP, Beckman Coulter). Amplicons were PCR amplified with eight cycles using a universal Illumina forward primer and an indexed reverse primer and quantified with the Kapa Library quantification kit for Illumina (Roche). Amplicons from a single sample were pooled and sequencing was performed on an Illumina MiSeq with 150 bp paired-end reads, using v3 chemistry, at Barts and the London Genome Centre (London, UK). For the analysis, paired end sequences were quality checked trimmed and mapped to a custom genome with Bismark (v0.22.1) followed by extraction of methylation calls. The pipeline and code is available in the Supplementary material.

## Supplementary Material

Supplemental Material

## Highlights

- Two hundred and fifty-one genes identified which regulate UHRF1 stability in the transition to mouse ground state
- All candidates we tested prevented UHRF1 degradation when candidates were individually silenced
- Inhibition of Nags and Csnk2b rescued both UHRF1 protein levels and DNA methylation. Inhibition of Prpsap2 and Sephs2 did not rescue DNA methylation loss, despite UHRF1 presence; PKA inhibition had pleiotropic effects

## References

[1] Baylin SB, Jones PA. A decade of exploring the cancer epigenome - biological and translational implications. Nat Rev Cancer. 2011;11(10):726–734.2194128410.1038/nrc3130PMC3307543

[2] Jones PA. Functions of DNA methylation: Islands, start sites, gene bodies and beyond. Nat Rev Genet. 2012;13(7):484–492.2264101810.1038/nrg3230

[3] Edwards JR, Yarychkivska O, Boulard M, et al. DNA methylation and DNA methyltransferases. Epigenetics Chromatin. 2017;10(1):23.2850320110.1186/s13072-017-0130-8PMC5422929

[4] Bostick M, Kim JK, Esteve PO, et al. UHRF1 plays a role in maintaining DNA methylation in mammalian cells. Science. 2007;317(5845):1760–1764.1767362010.1126/science.1147939

[5] Rothbart SB, Krajewski K, Nady N, et al. Association of UHRF1 with methylated H3K9 directs the maintenance of DNA methylation. Nat Struct Mol Biol. 2012;19(11):1155–1160.2302272910.1038/nsmb.2391PMC3492551

[6] Sharif J, Muto M, Takebayashi S, et al. The SRA protein Np95 mediates epigenetic inheritance by recruiting Dnmt1 to methylated DNA. Nature. 2007;450(7171):908–912.1799400710.1038/nature06397

[7] Seisenberger S, Peat JR, Hore TA, et al. Reprogramming DNA methylation in the mammalian life cycle: building and breaking epigenetic barriers. Philos Trans R Soc Lond B Biol Sci. 2013;368(1609):20110330.2316639410.1098/rstb.2011.0330PMC3539359

[8] Ficz G, Hore TA, Santos F, et al. FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell. 2013;13(3):351–359.2385024510.1016/j.stem.2013.06.004PMC3765959

[9] von Meyenn F, Iurlaro M, Habibi E, et al. Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. Mol Cell. 2016;62(6):848–861.2723705210.1016/j.molcel.2016.04.025PMC4914828

[10] Evans MJ, Kaufman MH. Establishment in culture of pluripotential cells from mouse embryos. Nature. 1981;292(5819):154–156.724268110.1038/292154a0

[11] Martin GR. Isolation of a pluripotent cell line from early mouse embryos cultured in medium conditioned by teratocarcinoma stem cells. Proc Natl Acad Sci U S A. 1981;78(12):7634–7638.695040610.1073/pnas.78.12.7634PMC349323

[12] Bradley A, Evans M, Kaufman MH, et al. Formation of germ-line chimaeras from embryo-derived teratocarcinoma cell lines. Nature. 1984;309(5965):255–256.671760110.1038/309255a0

[13] Martello G, Smith A. The nature of embryonic stem cells. Annu Rev Cell Dev Biol. 2014;30(1):647–675.2528811910.1146/annurev-cellbio-100913-013116

[14] Smith AG, Hooper ML. Buffalo rat liver cells produce a diffusible activity which inhibits the differentiation of murine embryonal carcinoma and embryonic stem cells. Dev Biol. 1987;121(1):1–9.356965510.1016/0012-1606(87)90132-1

[15] Smith AG, Heath JK, Donaldson DD, et al. Inhibition of pluripotential embryonic stem cell differentiation by purified polypeptides. Nature. 1988;336(6200):688–690.314391710.1038/336688a0

[16] Williams RL, Hilton DJ, Pease S, et al. Myeloid leukaemia inhibitory factor maintains the developmental potential of embryonic stem cells. Nature. 1988;336(6200):684–687.314391610.1038/336684a0

[17] Nichols J, Evans EP, Smith AG. Establishment of germ-line-competent embryonic stem (ES) cells using differentiation inhibiting activity. Development. 1990;110(4):1341–1348.212922610.1242/dev.110.4.1341

[18] Ying QL, Nichols J, Chambers I, et al. BMP induction of Id proteins suppresses differentiation and sustains embryonic stem cell self-renewal in collaboration with STAT3. Cell. 2003;115(3):281–292.1463655610.1016/s0092-8674(03)00847-x

[19] Azuara V, Perry P, Sauer S, et al. Chromatin signatures of pluripotent cell lines. Nat Cell Biol. 2006;8(5):532–538.1657007810.1038/ncb1403

[20] Bernstein BE, Mikkelsen TS, Xie X, et al. A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell. 2006;125(2):315–326.1663081910.1016/j.cell.2006.02.041

[21] Chambers I, Silva J, Colby D, et al. Nanog safeguards pluripotency and mediates germline development. Nature. 2007;450(7173):1230–1234.1809740910.1038/nature06403

[22] Hayashi K, de Sousa Lopes SMC, Tang F, et al. Dynamic equilibrium and heterogeneity of mouse pluripotent stem cells with distinct functional and epigenetic states. Cell Stem Cell. 2008;3(4):391–401.1894073110.1016/j.stem.2008.07.027PMC3847852

[23] Toyooka Y, Shimosato D, Murakami K, et al. Identification and characterization of subpopulations in undifferentiated ES cell culture. Development. 2008;135(5):909–918.1826384210.1242/dev.017400

[24] Niwa H, Ogawa K, Shimosato D, et al. A parallel circuit of LIF signalling pathways maintains pluripotency of mouse ES cells. Nature. 2009;460(7251):118–122.1957188510.1038/nature08113

[25] Smith ZD, Chan MM, Humm KC, et al. DNA methylation dynamics of the human preimplantation embryo. Nature. 2014;511(7511):611–615.2507955810.1038/nature13581PMC4178976

[26] Guo H, Zhu P, Yan L, et al. The DNA methylation landscape of human early embryos. Nature. 2014;511(7511):606–610.2507955710.1038/nature13544

[27] Kinoshita M, Smith A. Pluripotency Deconstructed. Dev Growth Differ. 2018;60(1):44–52.2935941910.1111/dgd.12419

[28] Ying QL, Wray J, Nichols J, et al. The ground state of embryonic stem cell self-renewal. Nature. 2008;453(7194):519–523.1849782510.1038/nature06968PMC5328678

[29] Wray J, Kalkan T, Gomez-Lopez S, et al. Inhibition of glycogen synthase kinase-3 alleviates Tcf3 repression of the pluripotency network and increases embryonic stem cell resistance to differentiation. Nat Cell Biol. 2011;13(7):838–845.2168588910.1038/ncb2267PMC3160487

[30] Yamaji M, Ueda J, Hayashi K, et al. PRDM14 ensures naive pluripotency through dual regulation of signaling and epigenetic pathways in mouse embryonic stem cells. Cell Stem Cell. 2013;12(3):368–382.2333314810.1016/j.stem.2012.12.012

[31] Leitch HG, McEwen KR, Turp A, et al. Naive pluripotency is associated with global DNA hypomethylation. Nat Struct Mol Biol. 2013;20(3):311–316.2341694510.1038/nsmb.2510PMC3591483

[32] Graf U, Casanova EA, Wyck S, et al. Pramel7 mediates ground-state pluripotency through prote-asomal-epigenetic combined pathways. Nat Cell Biol. 2017;19(7):763–773.2860467710.1038/ncb3554

[33] Chen H, Ma H, Inuzuka H, et al. DNA damage regulates UHRF1 stability via the SCF(beta-TrCP) E3 ligase. Mol Cell Biol. 2013;33(6):1139–1148.2329734210.1128/MCB.01191-12PMC3592027

[34] Ma H, Chen H, Guo X, et al. M phase phosphorylation of the epigenetic regulator UHRF1 regulates its physical association with the deubiquitylase USP7 and stability. Proc Natl Acad Sci U S A. 2012;109(13):4828–4833.2241182910.1073/pnas.1116349109PMC3323953

[35] Guan D, Factor D, Liu Y, et al. The epigenetic regulator UHRF1 promotes ubiquitination-mediated degradation of the tumor-suppressor protein promyelocytic leukemia protein. Oncogene. 2013;32(33):3819–3828.2294564210.1038/onc.2012.406PMC3578017

[36] Schrader EK, Harstad KG, Matouschek A. Targeting proteins for degradation. Nat Chem Biol. 2009;5(11):815–822.1984163110.1038/nchembio.250PMC4228941

[37] Sakurai K, Talukdar I, Patil VS, et al. Kinome-wide functional analysis highlights the role of cytoskeletal remodeling in somatic cell reprogramming. Cell Stem Cell. 2014;14(4):523–534.2470299810.1016/j.stem.2014.03.001PMC4071169

[38] Mathieu J, Ruohola-Baker H. Metabolic remodeling during the loss and acquisition of pluripotency. Development. 2017;144(4):541–551.2819680210.1242/dev.128389PMC5312031

[39] Wong CC, Qian Y, Yu J. Interplay between epigenetics and metabolism in oncogenesis: mechanisms and therapeutic approaches. Oncogene. 2017;36(24):3359–3374.2809266910.1038/onc.2016.485PMC5485177

[40] Dahan P, Lu V, Nguyen RMT, et al. Metabolism in pluripotency: both driver and passenger? J Biol Chem. 2019;294(14):5420–5429.2946368210.1074/jbc.TM117.000832PMC6462533

[41] Ryall JG, Cliff T, Dalton S, et al. Metabolic reprogramming of stem cell epigenetics. Cell Stem Cell. 2015;17(6):651–662.2663794210.1016/j.stem.2015.11.012PMC4672395

[42] Teslaa T, Teitell MA. Pluripotent stem cell energy metabolism: an update. EMBO J. 2015;34(2):138–153.2547645110.15252/embj.201490446PMC4337063

[43] Sun Z, Zhu M, Lv P, et al. The long noncoding RNA Lncenc1 maintains naive states of mouse ESCs by promoting the glycolysis pathway. Stem Cell Reports. 2018;11(3):741–755.3017431310.1016/j.stemcr.2018.08.001PMC6135739

[44] Yu JS, Cui W. Proliferation, survival and metabolism: the role of PI3K/AKT/mTOR signalling in pluripotency and cell fate determination. Development. 2016;143(17):3050–3060.2757817610.1242/dev.137075

[45] Singh AM, Bechard M, Smith K, et al. Reconciling the different roles of Gsk3beta in “naive” and “primed” pluripotent stem cells. Cell Cycle. 2012;11(16):2991–2996.2282525210.4161/cc.21110PMC3442909

[46] Li M, Yu JSL, Tilgner K, et al. Genome-wide CRISPR-KO screen uncovers mTORC1-mediated Gsk3 regulation in naive pluripotency maintenance and dissolution. Cell Rep. 2018;24(2):489–502.2999610810.1016/j.celrep.2018.06.027PMC6057492

[47] Pasquale EB. Eph receptor signalling casts a wide net on cell behaviour. Nat Rev Mol Cell Biol. 2005;6(6):462–475.1592871010.1038/nrm1662

[48] Caldovic L, Tuchman M. N-acetylglutamate and its changing role through evolution. Biochem J. 2003;372(Pt 2):279–290.1263350110.1042/BJ20030002PMC1223426

[49] Stefkova K, Prochazkova J, Pachernik J. Alkaline phosphatase in stem cells. Stem Cells Int. 2015;2015:628368.2576751210.1155/2015/628368PMC4342173

[50] Lee BJ, Worland PJ, Davis JN, et al. Identification of a selenocysteyl-tRNA(Ser) in mammalian cells that recognizes the nonsense codon, UGA. J Biol Chem. 1989;264(17):9724–9727.2498338

[51] Guimaraes MJ, Peterson D, Vicari A, et al. Identification of a novel selD homolog from eukaryotes, bacteria, and archaea: is there an autoregulatory mechanism in selenocysteine metabolism? Proc Natl Acad Sci U S A. 1996;93(26):15086–15091.898676810.1073/pnas.93.26.15086PMC26360

[52] Xu XM, Carlson BA, Irons R, et al. Selenophosphate synthetase 2 is essential for selenoprotein biosynthesis. Biochem J. 2007;404(1):115–120.1734623810.1042/BJ20070165PMC1868833

[53] Meggio F, Pinna LA. One-thousand-and-one substrates of protein kinase CK2? FASEB J. 2003;17(3):349–368.1263157510.1096/fj.02-0473rev

[54] Katashima R, Iwahana H, Fujimura M, et al. Assignment of the human phosphoribosylpyrophosphate synthetase-associated protein 41 gene (PRPSAP2) to 17p11.2-p12. Genomics. 1998;54(1):180–181.980684910.1006/geno.1998.5432

[55] Li J, Wang R, Hu X, et al. Activated MEK/ERK pathway drives widespread and coordinated overexpression of UHRF1 and DNMT1 in cancer cells. Sci Rep. 2019;9(1):907.3069687910.1038/s41598-018-37258-3PMC6351616

[56] Kong X, Chen J, Xie W, et al. Defining UHRF1 domains that support maintenance of human colon cancer DNA methylation and oncogenic properties. Cancer Cell. 2019;35(4):633–48 e7.3095606010.1016/j.ccell.2019.03.003PMC6521721

[57] Xie S, Qian C. The growing complexity of UHRF1-mediated maintenance DNA methylation. Genes (Basel). 2018;9(12):600.10.3390/genes9120600PMC631667930513966

[58] Tobi EW, Slieker RC, Luijk R, et al. DNA methylation as a mediator of the association between prenatal adversity and risk factors for metabolic disease in adulthood. Sci Adv. 2018;4(1):eaao4364.2939963110.1126/sciadv.aao4364PMC5792223

[59] Tsumura A, Hayakawa T, Kumaki Y, et al. Maintenance of self-renewal ability of mouse embryonic stem cells in the absence of DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b. Genes Cells. 2006;11(7):805–814.1682419910.1111/j.1365-2443.2006.00984.x

[60] Liao J, Karnik R, Gu H, et al. Targeted disruption of DNMT1, DNMT3A and DNMT3B in human embryonic stem cells. Nat Genet. 2015;47(5):469–478.2582208910.1038/ng.3258PMC4414868

[61] Fritsch L, Robin P, Mathieu JR, et al. A subset of the histone H3 lysine 9 methyltransferases Suv39h1, G9a, GLP, and SETDB1 participate in a multimeric complex. Mol Cell. 2010;37(1):46–56.2012905410.1016/j.molcel.2009.12.017

[62] Zhang T, Termanis A, Ozkan B, et al. G9a/GLP complex maintains imprinted DNA methylation in embryonic stem cells. Cell Rep. 2016;15(1):77–85.2705216910.1016/j.celrep.2016.03.007PMC4826439

[63] Qian X, Li X, Tan L, et al. Conversion of PRPS hexamer to monomer by AMPK-mediated phosphorylation inhibits nucleotide synthesis in response to energy stress. Cancer Discov. 2018;8(1):94–107.2907472410.1158/2159-8290.CD-17-0712PMC5760453

[64] Schemies J, Uciechowska U, Sippl W, et al. NAD(+) -dependent histone deacetylases (sirtuins) as novel therapeutic targets. Med Res Rev. 2010;30(6):861–889.1982405010.1002/med.20178

[65] O’Hagan HM, Wang W, Sen S, et al. Oxidative damage targets complexes containing DNA methyltransferases, SIRT1, and polycomb members to promoter CpG Islands. Cancer Cell. 2011;20(5):606–619.2209425510.1016/j.ccr.2011.09.012PMC3220885

[66] Lynch CJ, Bernad R, Martinez-Val A, et al. Global hyperactivation of enhancers stabilizes human and mouse naive pluripotency through inhibition of CDK8/19 mediator kinases. Nat Cell Biol. 2020;22(10):1223–1238.3298924910.1038/s41556-020-0573-1

[67] Smith ZD, Meer A. DNA methylation: roles in mammalian development. Nat Rev Genet. 2013;14(3):204–220.2340009310.1038/nrg3354

# Supplementary material for: An shRNA kinase screen identifies regulators of UHRF1 stability and activity in mouse embryonic stem cells
**Source:** Epigenetics. 2022 Mar 24;17(12):1590–607. doi: 10.1080/15592294.2022.2044126
**Supplement:** Supplemental Material

**Clone ID and mature antisense sequence**

**Gene set: TRC Nags shRNA**

TRCN0000076073 TAAGGTTACCTTAGGTAGAGC

TRCN0000076074 ATCTTCTGACTGTTATTCCGC

TRCN0000076075 TAGCGGCTGTAATGACTGCGG

TRCN0000076076 TTGGCATGATTGACTAGTTCG

TRCN0000076077 ATAGATCGAGTGCAACCGAGG

**Gene set: TRC Sephs2 shRNA**

TRCN0000075758 AATAGCCTCCTCTTGCTTTGG

TRCN0000075759 TAGAACTTCAATAACGCGAGG

TRCN0000075760 TATTGGCAGATTATGTATGAC

TRCN0000075761 AGAACTTCAATAACGCGAGGC

TRCN0000075762 TAAAGGTTTGGTTAATACCAG

**Gene set: TRC Csnk2b shRNA**

TRCN0000025054 TTTCCAACATTTGTGCGATGC

TRCN0000025055 AAGAATTCATTACCACGGAGC

TRCN0000025056 TTCCAGGTCTAAGATCATGTC

TRCN0000025057 ATGGATCTTGAAACCATAGAG

TRCN0000025058 ATGCACCATGAAGAGCATGTG

**Gene set: TRC Prpsap2 shRNA**

TRCN0000075708 TAACTTCTTTCATTTCAGAGG

TRCN0000075709 AATGTCATCCACAATGATGGC

TRCN0000075710 TTGCACATCATAGAAGCCAGC

TRCN0000075711 TTTGCACATCATAGAAGCCAG

TRCN0000075712 TAATGTCATCCACAATGATGG

# Supplementary material for: An shRNA kinase screen identifies regulators of UHRF1 stability and activity in mouse embryonic stem cells
**Source:** Epigenetics. 2022 Mar 24;17(12):1590–607. doi: 10.1080/15592294.2022.2044126
**Supplement:** Supplemental Material

| **Primer name** | **Sequence 5´ to 3´** |
| --- | --- |
| P5 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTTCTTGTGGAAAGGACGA |
| P5 – A stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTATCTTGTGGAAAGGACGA |
| P5 – GA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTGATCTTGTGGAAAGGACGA |
| P5 – CGA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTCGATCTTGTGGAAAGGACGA |
| P5 – ACGA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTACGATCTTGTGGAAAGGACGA |
| P5 – CTAGAA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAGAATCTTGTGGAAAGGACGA |
| P5 – GACGACA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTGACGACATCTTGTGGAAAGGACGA |
| P5 – TGGACACA stagger | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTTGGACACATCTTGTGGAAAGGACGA |
| P7 – Index AATCCAGC Primed 0 A | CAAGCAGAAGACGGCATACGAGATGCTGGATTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index CCGAGTTA  Primed 0 B | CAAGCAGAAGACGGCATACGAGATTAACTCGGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index AACTGTTA  Primed 0 C | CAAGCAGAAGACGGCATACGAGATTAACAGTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index TTGAGTAT  Primed 7 A | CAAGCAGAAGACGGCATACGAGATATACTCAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index TTCACAGC  Primed 7 B | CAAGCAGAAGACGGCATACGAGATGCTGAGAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index CCTCCAAT  Primed 7 C | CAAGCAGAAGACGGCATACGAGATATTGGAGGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index GGTCACCG  2i GFP+ A | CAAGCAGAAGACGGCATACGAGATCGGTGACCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index TTAGACTA  2i GFP+ B | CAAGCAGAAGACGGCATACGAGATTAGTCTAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index CCTCTGTA  2i GFP+ C | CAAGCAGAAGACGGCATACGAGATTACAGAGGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index TTGACAAT  2i GFP- A | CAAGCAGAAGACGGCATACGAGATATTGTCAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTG |
| P7 – Index AAGACATA  2i GFP- B | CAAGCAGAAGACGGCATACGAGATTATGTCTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |
| P7 – Index AATCCAAT  2i GFP- C | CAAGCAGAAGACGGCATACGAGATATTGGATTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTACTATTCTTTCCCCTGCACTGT |

**Supplementary Table 2. List of primers used for generating amplicon libraries.** For P5 primers a mixture of primers was used, with each P5 primer differing in the length of the stagger region. The stagger region is placed immediately upstream of the plasmid specific sequence of the primer and is required to generate sequence diversity required when undertaking Illumina based next-generation sequencing – the sequence of the stagger is indicated and highlighted in red in the P5 primer sequence. For the P7 primers the 8bp sequence of the index is shown a long with the sample each index represents – highlighted in red is the index region in the P7 primer sequence.

**Supplementary Table 3. List of primers used for targeted bisulfite sequencing**. Regions underlined correspond to the sequencing adapter. The region of the indexed library amplification reverse primer highlighted in bold corresponds to the index.

|  | **Forward Primer** |
| --- | --- |
| **D1_17** | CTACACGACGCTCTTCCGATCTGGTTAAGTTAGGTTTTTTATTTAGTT |
| **D3_4** | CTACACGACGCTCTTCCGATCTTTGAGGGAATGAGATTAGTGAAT |
| **D4_6** | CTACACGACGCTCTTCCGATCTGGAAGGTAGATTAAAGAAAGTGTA |
| **D5_6** | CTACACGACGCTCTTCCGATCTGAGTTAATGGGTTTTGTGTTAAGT |
| **D6_14** | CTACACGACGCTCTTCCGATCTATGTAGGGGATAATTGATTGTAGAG |
| **D8_16** | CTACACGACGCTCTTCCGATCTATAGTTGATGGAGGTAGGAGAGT |
| **D9_10** | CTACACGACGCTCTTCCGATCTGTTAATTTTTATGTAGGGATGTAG |
| **Igf2r_18** | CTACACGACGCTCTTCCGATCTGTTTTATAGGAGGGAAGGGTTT |
| **IAP1_10** | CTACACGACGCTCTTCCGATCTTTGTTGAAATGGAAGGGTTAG |
| **Indexing library amplification** | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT |

|  | **Reverse Primer** |
| --- | --- |
| **D1_17** | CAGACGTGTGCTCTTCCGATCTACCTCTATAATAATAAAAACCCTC |
| **D3_4** | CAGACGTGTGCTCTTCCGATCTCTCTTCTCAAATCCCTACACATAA |
| **D4_6** | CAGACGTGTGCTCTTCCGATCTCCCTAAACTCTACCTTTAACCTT |
| **D5_6** | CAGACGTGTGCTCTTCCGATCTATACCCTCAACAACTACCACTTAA |
| **D6_14** | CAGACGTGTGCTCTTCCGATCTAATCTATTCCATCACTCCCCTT |
| **D8_16** | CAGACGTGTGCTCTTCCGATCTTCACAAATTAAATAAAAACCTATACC |
| **D9_10** | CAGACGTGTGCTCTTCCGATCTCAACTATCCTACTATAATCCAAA |
| **Igf2r_18** | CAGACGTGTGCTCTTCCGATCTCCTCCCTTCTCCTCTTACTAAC |
| **IAP1_10** | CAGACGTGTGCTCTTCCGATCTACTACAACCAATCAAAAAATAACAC |
| **Indexing library amplification** | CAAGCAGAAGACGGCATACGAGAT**TACAAGTT**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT |

# Supplementary material for: An shRNA kinase screen identifies regulators of UHRF1 stability and activity in mouse embryonic stem cells
**Source:** Epigenetics. 2022 Mar 24;17(12):1590–607. doi: 10.1080/15592294.2022.2044126

Supplementary Figure 1.

A

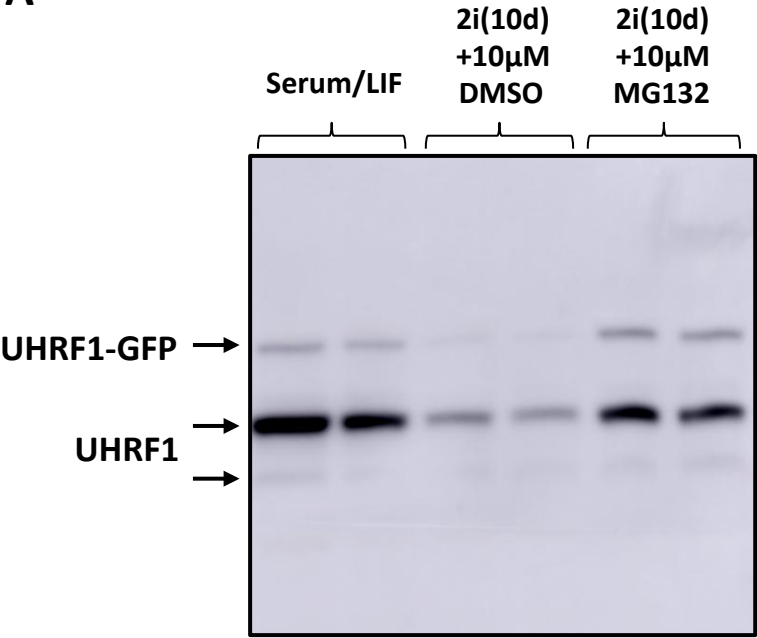

B

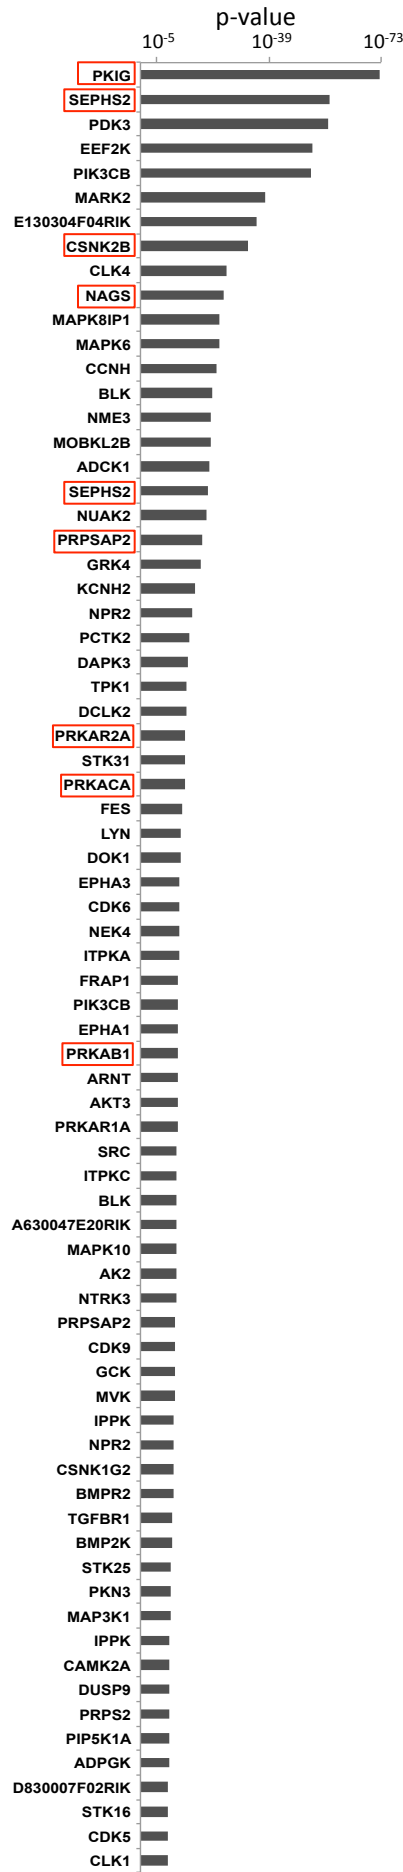

C

Candidate genes with ≥ 2 shRNA identified in the screen

4930444A02RIK	FES	PIK3CB
AFF1	FRAP1	PIM1
AK3	GSK3B	PIP5K1A
AKT3	IPPK	PIP5K1B
ARAF	ITPKA	PIP5K3
AXL	KCNH2	PODXL
BLK	LIMK1	PRPSAP2
BMPR2	MAP3K14	PSKH1
CABC1	MAP3K7IP1	RFK
CCNH	MAPK8	RIPK2
CKS1B	MELK	SEPHS1
CSNK1G2	NEK4	SEPHS2
CSNK2A1	NME3	SGMS1
CSNK2B	NME4	SH3KBP1
EPHA1	NPAS3	STK11
EPHA6	NPR2	STK19
EPHB2	NUCKS1	STK31
EPHB4	PCTK1	TLK1
		TRIB2

Supplementary Figure 2.

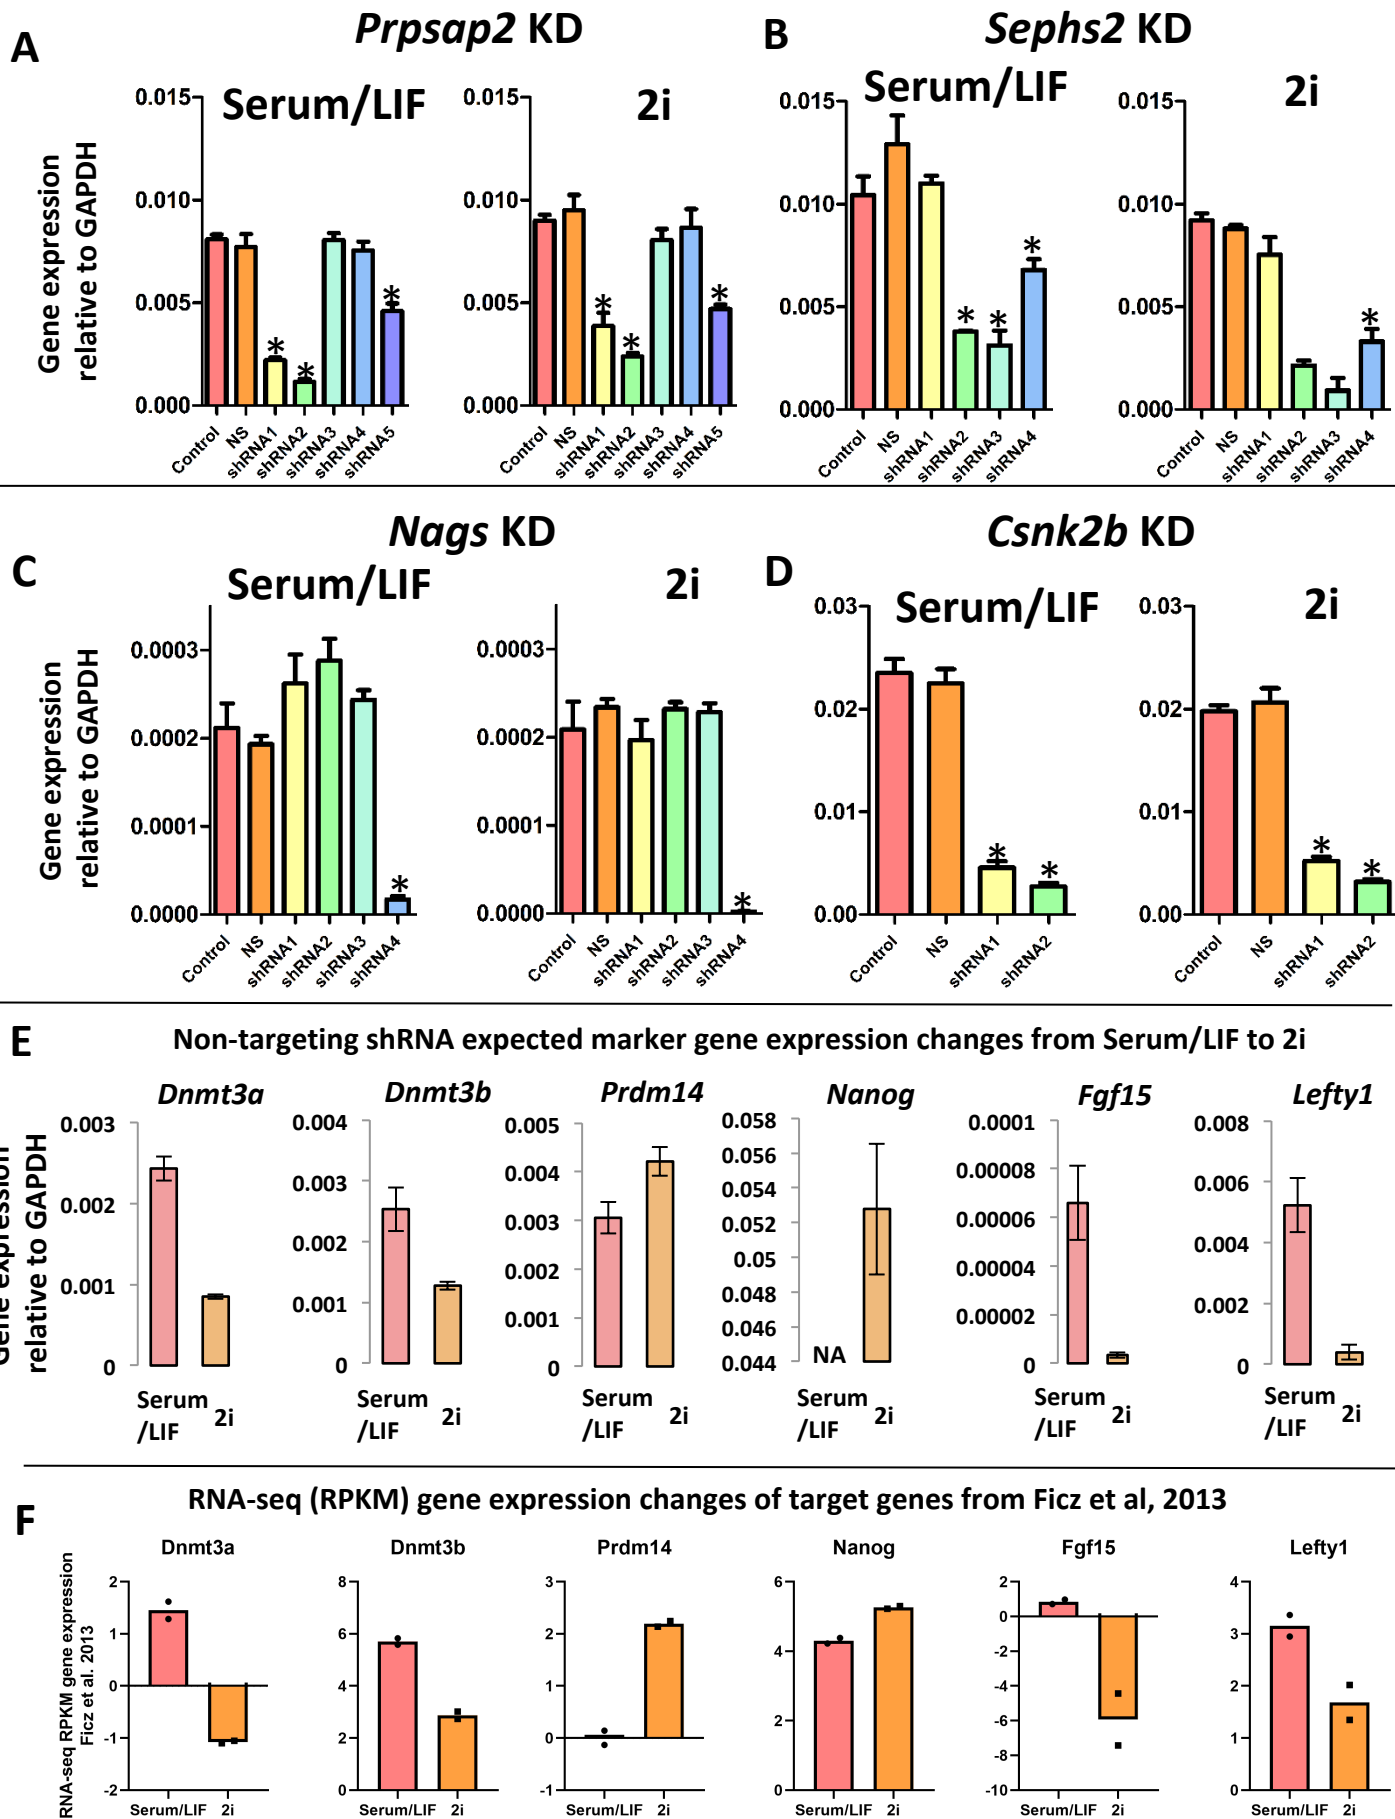

Supplementary Figure 3.

***Prpsap2* KD**

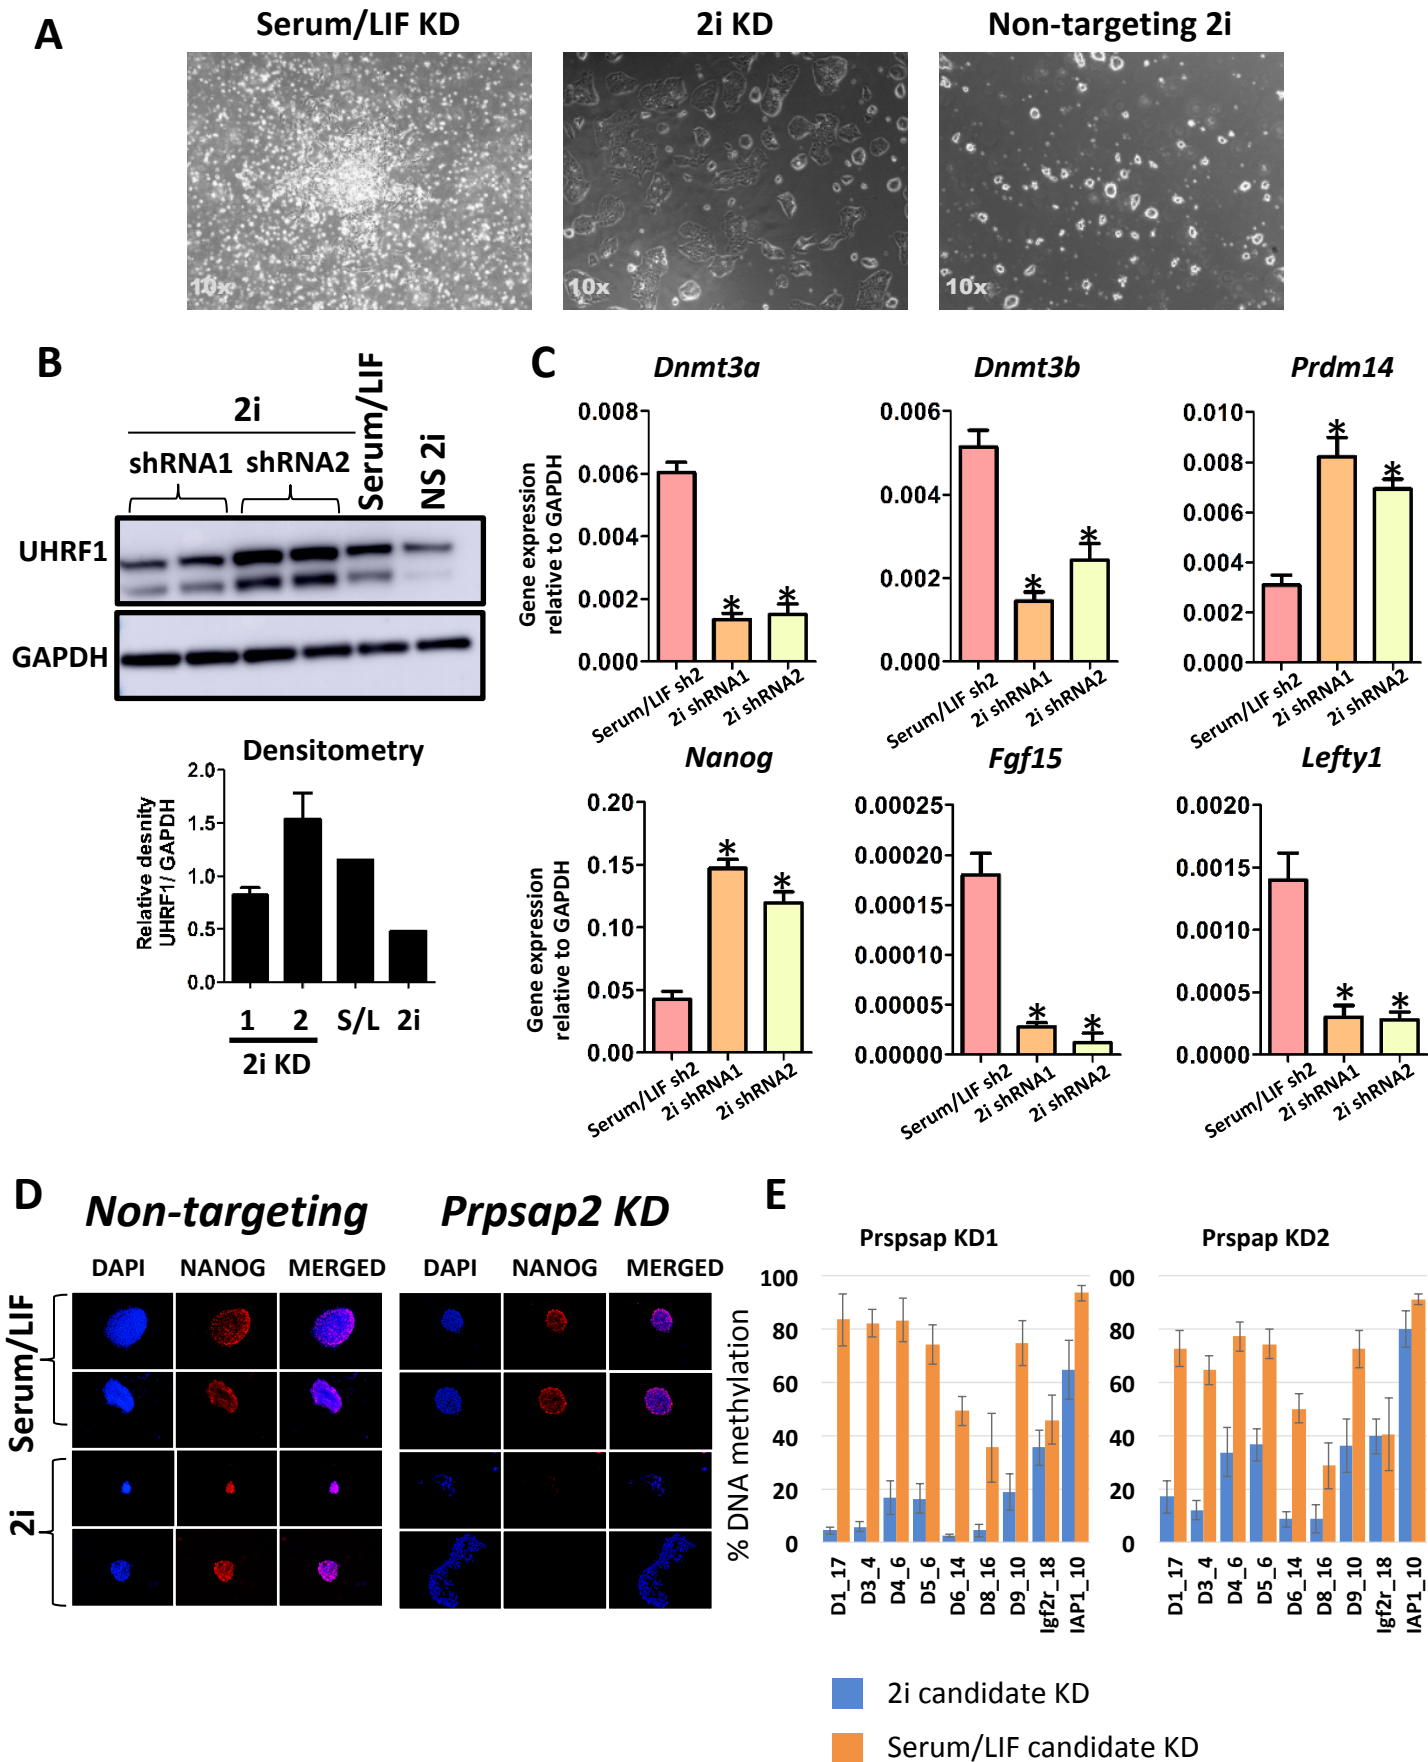

Supplementary Figure 4.

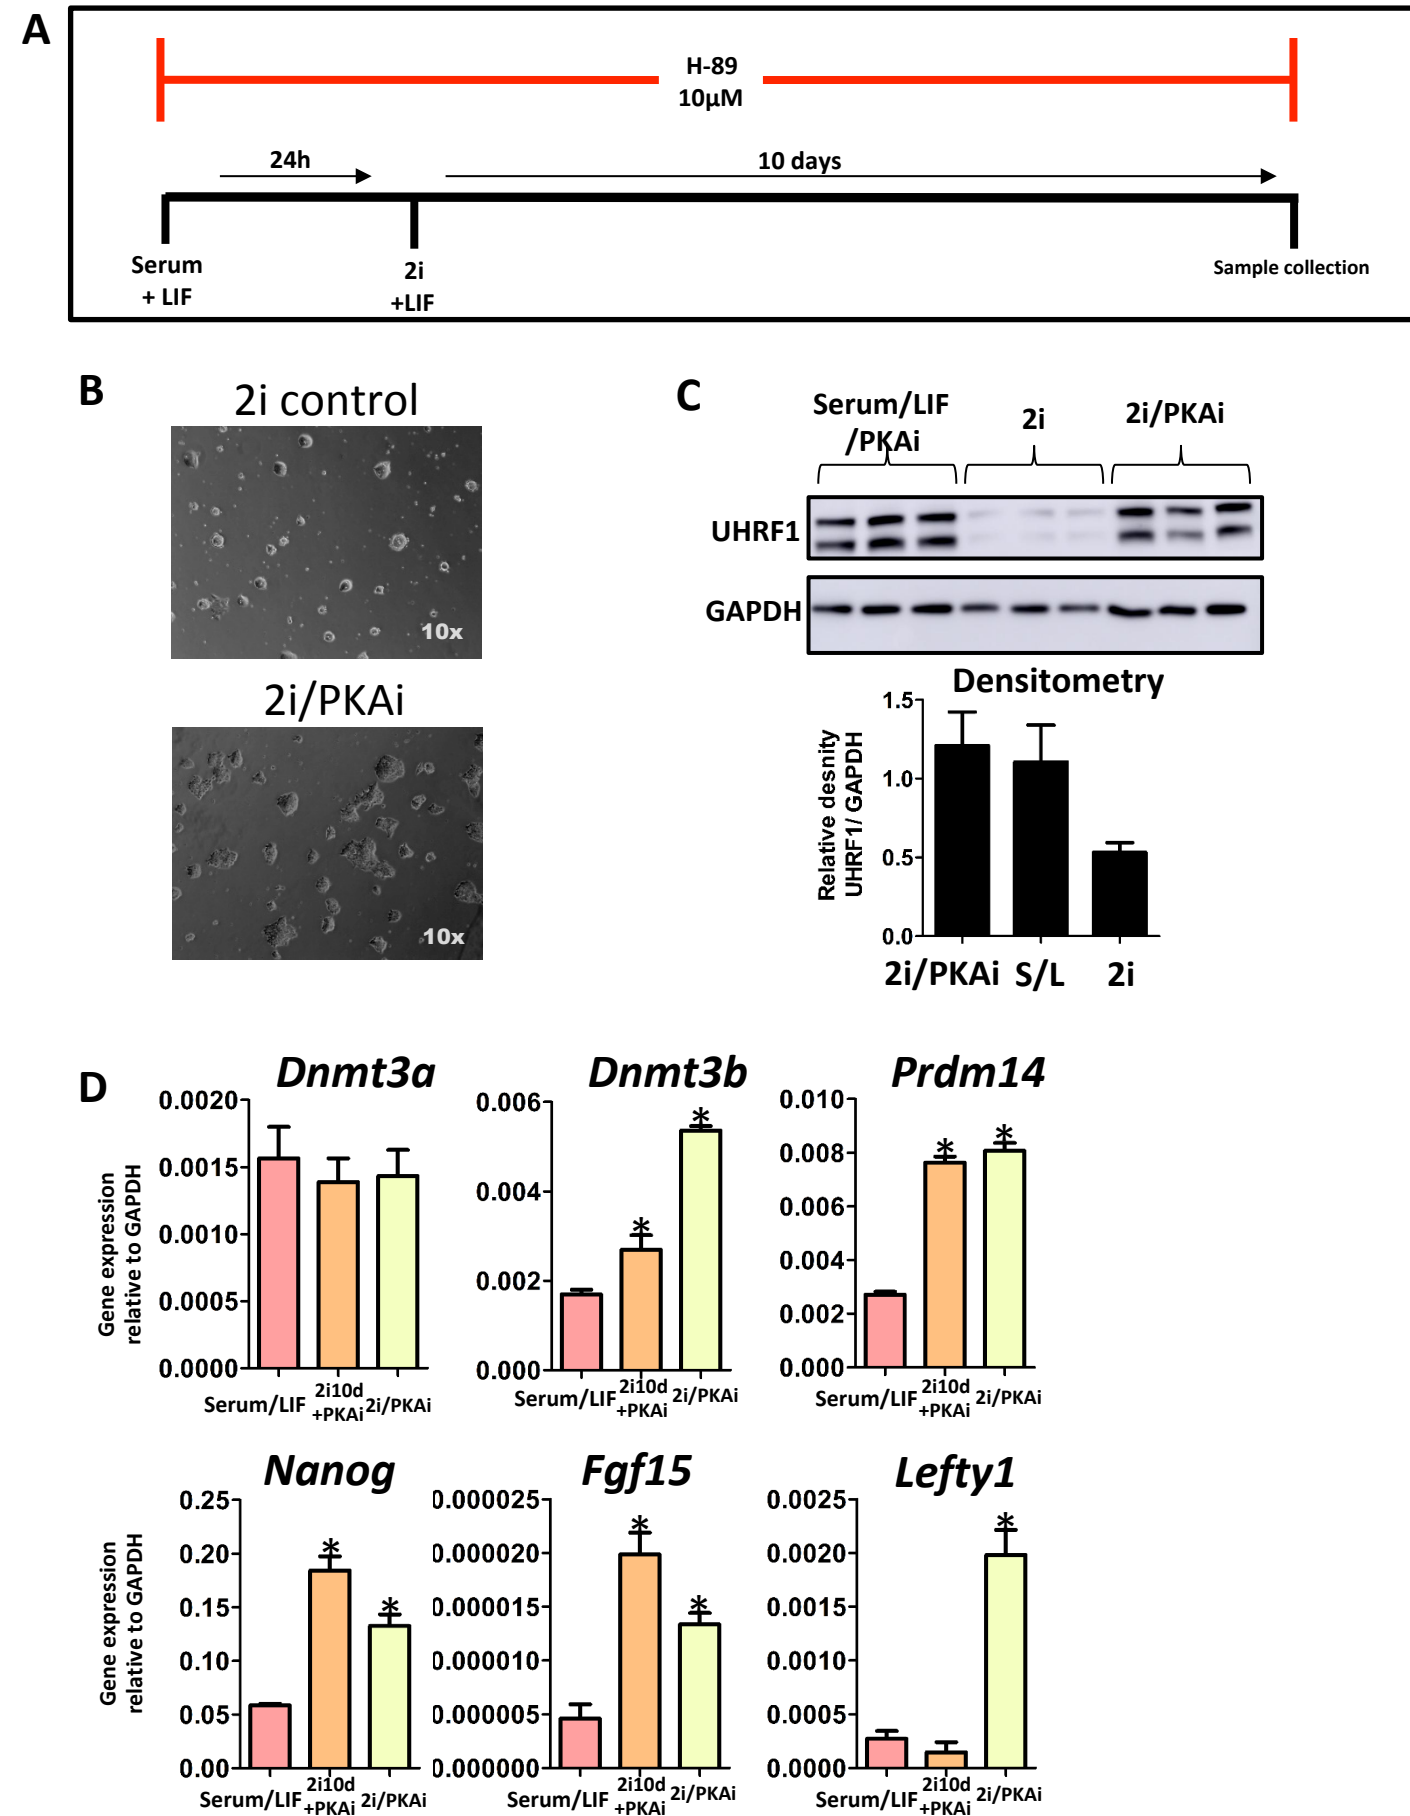

Supplementary Figure 5.

A

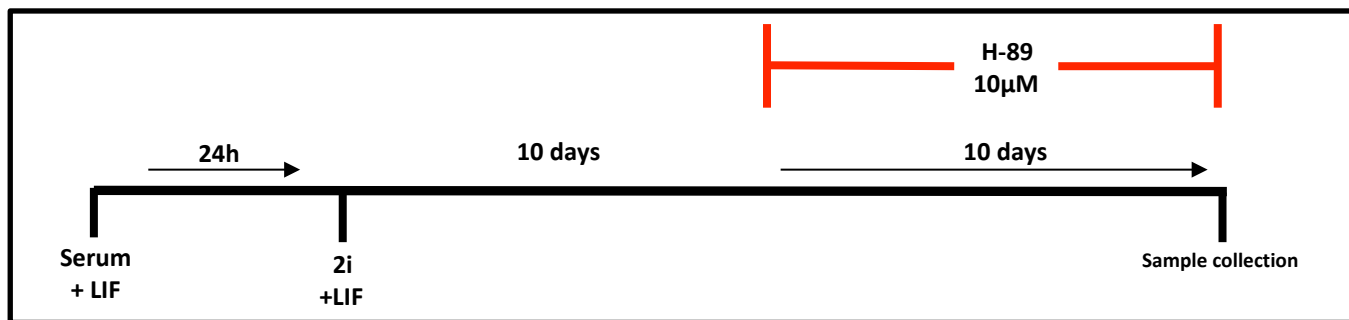

B

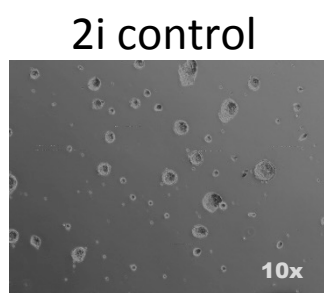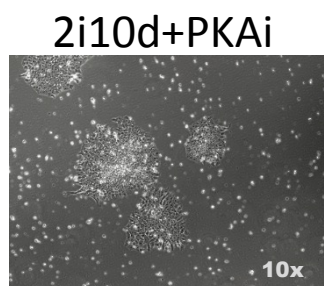

C

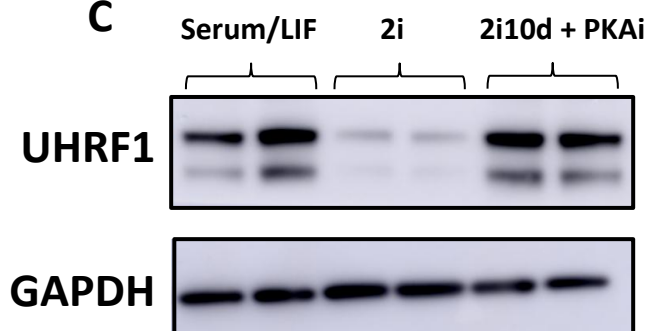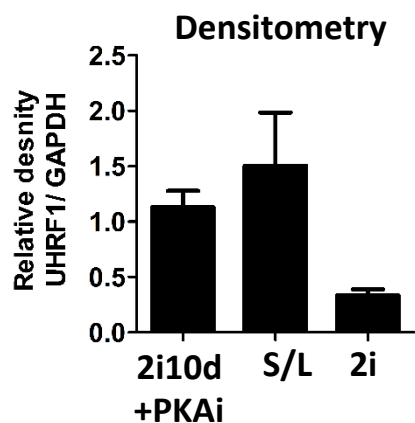

D

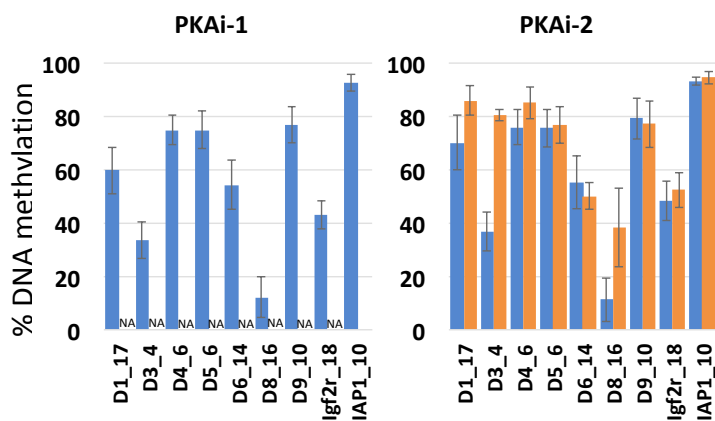

Supplementary Figure 6.

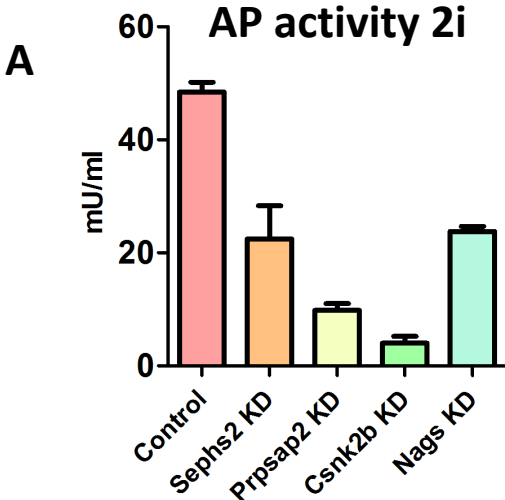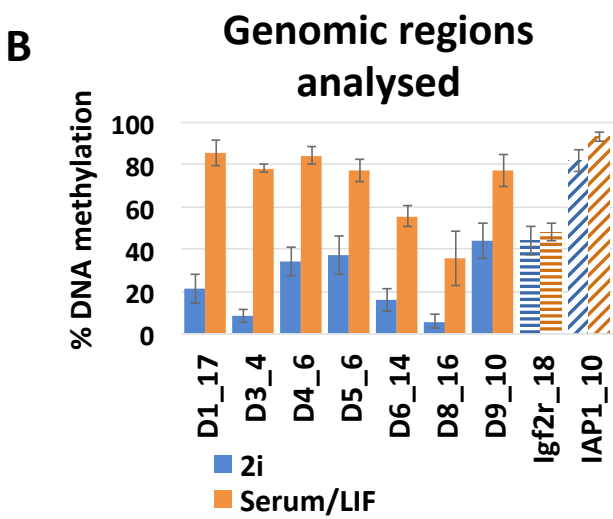

**Supplement:** Supplemental Material

# Supplementary material for: An shRNA kinase screen identifies regulators of UHRF1 stability and activity in mouse embryonic stem cells
**Source:** Epigenetics. 2022 Mar 24;17(12):1590–607. doi: 10.1080/15592294.2022.2044126
**Supplement:** Supplemental Material

**Targeted bisulfite analysis**

**Step 1** Fastq files were transferred to Apocrita (QMUL HPC)

Example of data from one amplicon:

#read1="Serum-control_R1.fq.gz"

#read2="Serum-control_R2.fq.gz"

**Step 2** Prepare custom genome

Need all the amplicons listed as fasta file, an example below (use rtf for this to avoid interruptions in text; I called this **rushton.fa**):

>CpG-Igf2r-chr17

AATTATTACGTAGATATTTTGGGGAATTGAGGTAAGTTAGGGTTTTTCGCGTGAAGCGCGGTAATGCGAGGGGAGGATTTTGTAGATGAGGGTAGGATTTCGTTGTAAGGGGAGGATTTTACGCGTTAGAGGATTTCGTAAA

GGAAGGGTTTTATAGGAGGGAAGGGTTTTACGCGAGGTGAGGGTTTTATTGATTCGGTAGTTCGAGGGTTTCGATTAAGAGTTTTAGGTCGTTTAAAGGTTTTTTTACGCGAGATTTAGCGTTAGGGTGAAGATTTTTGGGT

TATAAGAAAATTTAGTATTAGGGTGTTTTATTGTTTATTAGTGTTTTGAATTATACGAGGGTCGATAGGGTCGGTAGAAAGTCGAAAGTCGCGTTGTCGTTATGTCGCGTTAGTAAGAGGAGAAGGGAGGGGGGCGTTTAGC

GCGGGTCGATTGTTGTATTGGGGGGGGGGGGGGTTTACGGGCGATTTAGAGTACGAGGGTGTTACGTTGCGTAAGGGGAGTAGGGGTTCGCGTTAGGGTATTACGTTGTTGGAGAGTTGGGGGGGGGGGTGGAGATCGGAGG

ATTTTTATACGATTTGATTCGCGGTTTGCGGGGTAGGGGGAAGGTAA

**Step 3** Need a list of the files names for the script below (this is **fastq_list.txt**)

example of my files:

2i-control_R1.fq.gz

2i-CSNK2B-KD-1_R1.fq.gz

2i-CSNK2B-KD-2_R1.fq.gz

2i-NAGS-KD-1_R1.fq.gz

2i-NAGS-KD-2_R1.fq.gz

2i-PKAi-1_R1.fq.gz

2i-PKAi-2_R1.fq.gz

2i-PRPSAP2-KD-1_R1.fq.gz

2i-PRPSAP2-KD-2_R1.fq.gz

2i-SEPHS2-KD-1_R1.fq.gz

2i-SEPHS2-KD-2_R1.fq.gz

Serum-control_R1.fq.gz

Serum-CSNK2B-KD-1_R1.fq.gz

Serum-CSNK2B-KD-2_R1.fq.gz

Serum-NAGS-KD-1_R1.fq.gz

Serum-NAGS-KD-2_R1.fq.gz

Serum-PKAi-1_R1.fq.gz

Serum-PKAi-2_R1.fq.gz

Serum-PRPSAP2-KD-1_R1.fq.gz

Serum-PRPSAP2-KD-2_R1.fq.gz

Serum-SEPHS2-KD-1_R1.fq.gz

Serum-SEPHS2-KD-2_R1.fq.gz

**Step 4** Run **targetedBSseqarraycustomgenome.sh**

#!/bin/sh

#$ -cwd

#$ -l h_rt=12:0:0

#$ -pe smp 2

#$ -l h_vmem=1G

#$ -N targeted_methylation_array

#$ -t 1-22

#####################

# Load modules

#####################

module load bowtie2/2.3.4

module load samtools/1.9

module load trimgalore

#####################

# Specify paths and filenames

#These are examples of names in the fastq_list:

#read1="Serum-control_R1.fq.gz"

#read2="Serum-control_R2.fq.gz"

#####################

fastqdir=/data/BCI-Ficz/Gabi/Rushtonetal/fastqrawfiles

outputdirectory=/data/BCI-Ficz/Gabi/Rushtonetal/output_dir

genome=/data/BCI-Ficz/Gabi/Rushtonetal/

#read list of files from fastq_list.txt

#run this job from the directory where fastq_list.txt is

file=$(sed -n "${SGE_TASK_ID}p" fastq_list.txt)

base_name=$(echo $file | sed s/_R1.fq.gz//)

# Trim

trim_galore --dont_gzip --fastqc_args "-o QC" --paired $fastqdir/${base_name}_R1.fq.gz $fastqdir/${base_name}_R2.fq.gz

#Bismark genome preparation

/data/BCI-Ficz/Gabi/Rushtonetal/bismark_v0.22.1/bismark_genome_preparation ${genome}

# Bismark alignment to produce bam files

/data/BCI-Ficz/Gabi/Rushtonetal/bismark_v0.22.1/bismark --score_min L,0,-6 --output_dir ${outputdirectory} --genome ${genome} \

-1 ${base_name}_R1_val_1.fq \

-2 ${base_name}_R2_val_2.fq

# Bismark methylation extractor

/data/BCI-Ficz/Gabi/Rushtonetal/bismark_v0.22.1/bismark_methylation_extractor -p --bedGraph --buffer_size 10G --cytosine_report \

--genome_folder ${genome} ${outputdirectory}/${base_name}_R1_val_1_bismark_bt2_pe.bam

samtools sort -o ${base_name}_sorted.bam ${outputdirectory}/${base_name}_R1_val_1_bismark_bt2_pe.bam

samtools index ${base_name}_sorted.bam

**Step 5** Extract methylation data

An example of the files that are resulting from Step 4:

128K -rw-rw---- 1 hfw821 BCI-Ficz 3.0K Nov 1 22:41 Serum-control_R1.fq.gz_trimming_report.txt

128K -rw-rw---- 1 hfw821 BCI-Ficz 1.6K Nov 1 22:42 Serum-control_R1_val_1_bismark_bt2_pe.bedGraph.gz

128K -rw-rw---- 1 hfw821 BCI-Ficz 1.9K Nov 1 22:42 Serum-control_R1_val_1_bismark_bt2_pe.bismark.cov.gz

128K -rw-rw---- 1 hfw821 BCI-Ficz 14K Nov 1 22:42 Serum-control_R1_val_1_bismark_bt2_pe.CpG_report.txt

128K -rw-rw---- 1 hfw821 BCI-Ficz 13K Nov 1 22:42 Serum-control_R1_val_1_bismark_bt2_pe.M-bias.txt

512 -rw-rw---- 1 hfw821 BCI-Ficz 826 Nov 1 22:42 Serum-control_R1_val_1_bismark_bt2_pe_splitting_report.txt

9.7M -rw-rw---- 1 hfw821 BCI-Ficz 9.7M Nov 1 22:41 Serum-control_R1_val_1.fq

128K -rw-rw---- 1 hfw821 BCI-Ficz 3.2K Nov 1 22:41 Serum-control_R2.fq.gz_trimming_report.txt

9.7M -rw-rw---- 1 hfw821 BCI-Ficz 9.6M Nov 1 22:41 Serum-control_R2_val_2.fq

3.8M -rw-rw---- 1 hfw821 BCI-Ficz 3.8M Nov 1 22:42 Serum-control_sorted.bam

512 -rw-rw---- 1 hfw821 BCI-Ficz 744 Nov 1 22:42 Serum-control_sorted.bam.bai

Script to extract methylation data in R using the cov files:

2i-control_R1_val_1_bismark_bt2_pe.bismark.cov

2i-CSNK2B-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

2i-CSNK2B-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

2i-NAGS-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

2i-NAGS-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

2i-PKAi-1_R1_val_1_bismark_bt2_pe.bismark.cov

2i-PKAi-2_R1_val_1_bismark_bt2_pe.bismark.cov

2i-PRPSAP2-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

2i-PRPSAP2-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

2i-SEPHS2-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

2i-SEPHS2-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-control_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-CSNK2B-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-CSNK2B-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-NAGS-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-NAGS-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-PKAi-2_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-PRPSAP2-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-PRPSAP2-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-SEPHS2-KD-1_R1_val_1_bismark_bt2_pe.bismark.cov

Serum-SEPHS2-KD-2_R1_val_1_bismark_bt2_pe.bismark.cov

setwd('~/Documents/Data_analysis/Targeted-BSsequencing/FolderName')

##get files

files = list.files()

cov.files = files[grep('.cov',files)]

##get data

data = list()

for (i in 1:length(cov.files)) {

data[[i]] = read.delim(cov.files[i],header=F)

colnames(data[[i]]) = c('amp','start','end','met','n.met','n.unmet')

}

names(data) = gsub("_R1_val.*","",cov.files)

##make coverage table

get.cov = function(x) {

total = x$n.met+x$n.unmet

cov = tapply(total,x$amp, median)

return(cov)

}

coverage = lapply(data, get.cov)

for (i in 1:length(coverage)) {

temp.df = data.frame(names(coverage[[i]]),coverage[[i]])

colnames(temp.df) = c('amp',names(coverage)[i])

if (i==1) {

cov.df = temp.df

} else {

cov.df = merge(cov.df,temp.df,by='amp',all=TRUE)

}

}

##filter data

f.data = lapply(data, function(x) x[x$n.met+x$n.unmet>=100,])

mismapped = function(x) {

total = x$n.met+x$n.unmet

remove = numeric()

for (a in unique(x$amp)) {

med = median(total[x$amp==a])

remove = c(remove, which(x$amp==a & total<0.2*med))

}

if (length(remove)>0) {

return(x[-remove,])

} else {

return(x)

}

}

f.data = lapply(f.data, mismapped)

##compile methylation data

for (i in 1:length(f.data)) {

temp.df = data.frame(paste(f.data[[i]]$amp,f.data[[i]]$start,sep='_'), f.data[[i]]$met)

colnames(temp.df) = c('amp_pos',names(f.data)[i])

if (i==1) {

met.df = temp.df

} else {

met.df = merge(met.df, temp.df, by='amp_pos',all=TRUE)

}

}

write.table(met.df, file="RushtonTargetedAnalysis.txt", quote=F, sep='\t', row.names=T)

Code written by Dr. Miguel Branco

How the deposited data were processed for this re-analysis (not part of the article)

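Hairpin counts of a pooled screen in E14 mouse embryonic stem cells that carry a UHRF1-GFP transgene were analysed, from 12 libraries in 4 groups of 3: Serum/LIF day 0, Serum/LIF day 7, and the GFP- and GFP+ fractions sorted after 7 days in 2i. The cells carried the TRC lentiviral mouse kinase library, introduced at a multiplicity of infection of 0.3 and kept, by the methods, at 500 cells per hairpin. To make the counts, the authors amplified the integrated hairpins by PCR, sequenced them on a NextSeq 500, aligned the reads with Bowtie2 at standard parameters and counted them per hairpin with a Python script from Dharmacon. The deposited values are whole numbers with different totals per library, that is, raw counts with no normalization. Versions of the authors' tools and the hairpin reference are not given in the sources used here. The sample titles call the libraries combined and do not explain the word. No column of the table was left out.

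The table lists 3243 hairpins and 732 gene symbols. Of these hairpins, 2941 matched a mouse gene by its symbol in the GRCm38.p6 gene table and 283 by a synonym, and 19 matched none and were kept under their own symbol. Total counts ran from 2435551 to 5466825 per library. Depth limits the hairpins at low counts most, and the spread between the replicates limits the others.

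Each of 5 comparisons (2i GFP+ against 2i GFP-, against Serum/LIF day 7 and against Serum/LIF day 0, Serum/LIF day 7 against day 0, and 2i GFP- against Serum/LIF day 7) was fitted alone with edgeR 4.0.16 in R 4.3.3. Hairpins with at least 0.5 CPM in at least 3 of the libraries compared were kept, libraries were scaled by TMM, and the quasi-likelihood functions glmQLFit and glmQLFTest were used with default settings. A hairpin was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 or under -1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values carry the TMM factors of the comparison, and those of Figure 2b the factors over all 12 libraries. For a hairpin at 0 in a whole group, the lower bound of its fold was computed with a floor of 3 counts in each library of the group.

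Numbers of genes with several enriched hairpins were compared with 100000 shuffles of the gene labels among tested hairpins. Gene lists were compared with all other tested hairpins by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 13 lists, and the calls within each list were also adjusted over the list alone. The lists were PKA subunits and inhibitors, casein kinase 1 with the tau tubulin kinases, casein kinase 2, glycolysis and hexose kinases, the pentose phosphate pathway and nucleotide metabolism, the oxidative phosphorylation factors of Figure 2a other than PKA, pyruvate dehydrogenase kinases, PI3K/AKT/mTOR signalling, Eph receptors, targets of the 2i inhibitors (MEK-ERK and GSK3), FGF and LIF-JAK receptors and kinases, kinases essential for proliferation as a control list, and the other candidates that the paper names or selected. Distances between libraries were the root mean square log2 differences over the 500 hairpins that differ most in a pair, with a prior count of 2, as limma 3.58.1 computes them. Detection was compared between groups of libraries by an exact permutation test.

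The groups, the comparisons, the tests, the gene lists, the thresholds, the rule for naming hairpins and the alternative analyses were set before the data were examined. By that rule, the text names the 10 enriched and the 10 depleted hairpins with the smallest p between 2i GFP+ and 2i GFP- cells whose libraries do not overlap between the groups, 5 in each direction for every other comparison, all hairpins of genes that the paper names for the screen, and up to 4 called hairpins of each list, apart from some that are not reported here. The genes that the paper names, and the values of its Supplementary Table 1, had been seen when the rule was written. Several lists hold families that the paper names from these samples, and tests of those lists are not independent evidence.

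Alternatives for the fit were RLE, TMMwsp, upper quartile and total count scaling, no filter, the filterByExpr function, a filter at 10 CPM, the exactTest function with the same filter or with none and with TMM or total count scaling, robust quasi-likelihood, DESeq2 1.42.0, all 4 groups in 1 fit, a replicate block, an adjusted p under 0.01, no fold limit, and leaving out each replicate in turn. The lists were also tested with limma's camera at a preset correlation of 0.01 and with an estimated one, the shuffle was repeated within 5 bins of the GFP- count, and distances and detection were computed with other limits, prior counts and depths. Hairpins with overlapping target sequences were counted as 1 where the paper's supplement gives sequences, that is, for Nags, Sephs2, Csnk2b and Prpsap2, with the numbers of the table taken in the order of the clone numbers, an order that the sources used here do not state. Unless stated otherwise, counts and ranges over alternative analyses cover those set beforehand. After the data were seen, exactTest over all 12 libraries without a filter, GFP+ replicates A and C summed into 1 library, leaving out replicates with the tested hairpins kept, and raw counts for Figure 2b were added.

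The procedure was tested on counts simulated at the depth of these libraries, with the spread fitted per hairpin taken as the same in both groups compared. Unequal spread between groups, as between 2i GFP+ and 2i GFP- replicates, is not covered. Of hairpins changed 4-fold, 8-fold and 16-fold between 2i GFP+ and 2i GFP- cells, it called 5.97% of 67, 28.4% of 67 and 25.8% of 66, with 3 of 2400 unchanged hairpins called. Between Serum/LIF day 7 and day 0 it called 56.7%, 82.1% and 87.9%, and between 2i GFP- and Serum/LIF day 7 62.7%, 83.6% and 78.8%. Blots and other experiments on single knockdowns were not analysed here.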

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

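All tests in this part were written before their results were seen, except the test of a wrong label for GFP+ replicate B, the simulated runs of the shuffle, the shuffles of genes with depleted hairpins and with both enriched and depleted ones, and the analyses that kept the tested hairpins when a replicate was left out. The results of the next paragraph, and the hairpins missing from GFP+ cells, are ones that the paper does not report on. The enriched hairpins, which it does report on, and GFP+ replicate B are weighed after them.

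Between 2i GFP+ and 2i GFP- cells, 610 hairpins were depleted. Without GFP+ replicate B there were 989, all 610 among them, and without GFP- replicate A, B or C edgeR called 1, 0 and 1 (103, 99 and 91 at an unadjusted p under 0.05). The filter then drops hairpins at 0 in GFP+ cells, which removes 463 of the 610 directly and not the others. With the tested hairpins kept, 512, 521 and 517 were depleted. Between Serum/LIF day 7 and day 0, 104 hairpins were higher and 121 lower (141 and 183 with exactTest, 156 and 310 with DESeq2), and scaled by total count 74 and 164, so that 31.1% of the called hairpins were higher rather than 46.2%. With all 4 groups in 1 fit, 11 were higher and 4 lower. Without Serum/LIF day 7 replicate A, B or C, 38, 41 and 37 were higher and 57, 68 and 54 lower. Of the 104 higher hairpins, 15 had no count in any day 0 library, and of the 121 lower, 6 had none in any day 7 library. The day 0 libraries lay 5.30 to 5.53 from each other, farther than from the day 7 libraries (4.41 to 4.88). Between 2i GFP- cells and Serum/LIF day 7, 124 were higher and 144 lower (150 and 203 with exactTest, 176 and 239 with DESeq2, 110 and 166 scaled by total count, 13 and 6 with all 4 groups in 1 fit). Without Serum/LIF day 7 replicate A, B or C, 82, 89 and 87 were higher and 49, 49 and 56 lower, and without GFP- replicate B 266 were lower.

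Each comparison of 3 with 3 libraries allows 10 splits, too few for a share under 0.05. The real split, 1 of 10, gave 223 enriched and 610 depleted hairpins, 186 genes with at least 1 and 28 with at least 2 enriched hairpins, 104 higher and 121 lower hairpins at Serum/LIF day 7 against day 0, 124 higher and 144 lower in 2i GFP- cells against Serum/LIF day 7, and 285 and 272 enriched in GFP+ cells against Serum/LIF day 7 and day 0. The highest of the other splits gave 0 in each case by edgeR's quasi-likelihood test, the tool used for the splits.

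No count in any of the 3 GFP+ libraries was found for 1069 hairpins, and GFP+ libraries detected 1538 to 1906 hairpins against at least 2782 in every other library. Lower sequencing depth does not account for this, because with every library thinned to 2435551 counts the highest GFP+ library had 1896 hairpins and the lowest other library 2756. Counts taken by the 10 most abundant hairpins of each library do not account for it either. Without these 10, and at 2088470 counts each, the highest GFP+ library had 1883 hairpins and the lowest other 2737. In GFP+ libraries the 10 took 15.1% of the counts on average and the 100 most abundant took 46.7%. Leaving out that larger set was not tested. What also stays open is a small number of cells behind the GFP+ fraction, and the biological explanation that knockdown of many of these genes leaves few cells that keep UHRF1-GFP in 2i. Depleted hairpins did not gather in the same genes, as 130 genes had at least 2, below the 135 to 159 of the central 95% of shuffles (mean 147, one-sided permutation p = 0.997 for as many or more). This does not decide between these explanations. Random loss of cells would not give fewer than the shuffles either, and genes with 1 effective hairpin would show no gathering. The shuffle was also not made within bins of GFP- count, though a depleted hairpin needs counts in GFP- cells. The methods state that enough cells were collected for each sample to give, in theory, 500 per hairpin. That would speak against a small number of cells if it held for the GFP+ cells behind each library, and the counts do not show how many cells these were.

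Enriched hairpins may owe their counts to knockdown or to the growth or sampling of a few founding cells. Founding cells would spread enriched hairpins over genes at random, and the 28 genes with at least 2 lay inside the 18 to 33 that the central 95% of shuffles gave (mean 25.6, one-sided permutation p = 0.307, and 0.558 when shuffled within bins of GFP- count). The same number would arise if most genes had 1 effective hairpin, and the test has limits, since with 10 genes of 2 true hairpins it passed in 31% of 100 simulated runs, with 20 in 97% and with 20 genes of 3 true hairpins in 68%. Without GFP+ replicate B, 88 genes had at least 2 and the permutation p was 0.0351 (83 and 0.0481 with the tested hairpins kept), so the outcome rests on that library. Both explanations stay open for single hairpins, and 102 of the 186 genes also had a depleted hairpin, against 107 on average in shuffles (94 to 121).

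GFP+ replicate B stands apart from replicates A and C. Its depth does not explain this, as the Spearman correlation of A with C was 0.933 when both were thinned to the total of B, against 0.741 for A with B and 0.738 for C with B. A wrong label from another group is argued against too, because the highest correlation of B with a library of another group was 0.678. Whether A and C share cells or DNA cannot be told apart from separate samples, since the chi-square per degree of freedom was 61.7 between them (659 for A with B, 683 for B with C, 34.7 to 144 within the other groups), and the limit near 1 set for it beforehand holds for counting error only, which separate PCRs of one DNA also exceed. A difference in how the replicates were infected, grown or sorted stays open, and no biological explanation was tested, because the design gives none for a single replicate.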

How the results depend on the processing

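Chosen only after the data were seen were exactTest over all 12 libraries without a filter, GFP+ replicates A and C summed into 1, and leaving out replicates with the tested hairpins kept. Where no cause is given below, the cause was not tested.

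Of 312 single hairpins followed through every alternative analysis, all 312 kept their direction in each one that tested them. Of these, 59 stayed past the thresholds in every one set beforehand that gave them a value, and alternatives whose filter dropped a hairpin are not counted for it. Of the values that answer a comparison, 701 stayed on the same side of their threshold or within their range, 130 were weaker, 37 stronger, 4 moved and 1 reversed.

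Scaled by total count alone, 124 hairpins in 110 genes were enriched in GFP+ over GFP- cells, 12 genes had at least 2, and 165 and 140 hairpins were enriched against Serum/LIF day 7 and day 0. The GFP+ means were 27281 CPM for Pik3cb hairpin 1776 and 2063 for Mtor hairpin 1322, and the adjusted p was 0.124 for Eph receptors and the p 0.114 for essential kinases lower at Serum/LIF day 7. By the construction of this scaling, a population in which a few hairpins take many counts lowers all others. With RLE factors the same p-values, Eph receptors first, were 0.0772 and 0.0849, with TMMwsp 0.0711 and 0.0696, with upper quartile 0.168 and 0.133, and with no filter 0.0595 and 0.149 (Fisher's exact test). For essential kinases alone it was 0.0709 with robust quasi-likelihood and 0.0534 with the filter at 10 CPM.

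At an adjusted p under 0.01, which can only lose calls, 119 hairpins in 108 genes were enriched in GFP+ over GFP- cells, 10 genes had at least 2, 188 and 162 were enriched against day 7 and day 0, 39 were higher and 48 lower at day 7 against day 0, 70 higher and 47 lower in GFP- cells against day 7, and the Eph receptor p was 0.379. With no fold limit, 227 hairpins were higher at day 7 against day 0, 264 higher and 251 lower in GFP- cells against day 7, and the essential kinase p was 0.0527.

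With exactTest the Eph receptor p was 0.121 and 183 hairpins were lower at day 7 against day 0. Without a filter these were 0.124 and 183 with TMM, and 0.442 and 227 with total count only, where 128 hairpins in 113 genes were enriched in GFP+ over GFP- cells, 13 genes had at least 2, and 176 and 153 hairpins were enriched against day 7 and day 0. DESeq2 gave 310 hairpins lower at day 7 against day 0, 239 lower in GFP- cells against day 7 and a casein kinase 2 p of 0.0359 (Fisher's exact test). With all 4 groups in 1 fit, 49 genes had at least 2 enriched hairpins, 11 hairpins were higher and 4 lower at day 7 against day 0, 13 higher and 6 lower in GFP- cells against day 7, and the p was 0.0476 for casein kinase 2 and 0.161 for essential kinases. That fit shares 1 spread among groups whose replicates differ in spread. Under exactTest over all 12 libraries, added later, the corresponding values were 52 genes, 29 and 14, 20 and 29, and 0.00607, with 1052 and 1188 hairpins depleted in GFP+ cells against GFP- cells and day 0. GFP+ replicates A and C summed into 1 gave an Eph receptor p of 0.341.

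The camera test gave adjusted p-values of 0.0312 for casein kinase 2 at the preset correlation, and with an estimated correlation 0.381 for casein kinase 2, 0.381 for Eph receptors and 0.191 for the other candidates. Distances of GFP+ libraries to other groups averaged 4.40 over all hairpins and 6.01 with a prior count of 10, against 8.22.

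A replicate block left 66 enriched hairpins in 62 genes and 1 depleted in GFP+ against GFP- cells (66 of 66 shared with the 223), 4 genes with at least 2, 86 and 5 against day 7, 97 and 10 against day 0, 63 higher and 72 lower at day 7 against day 0, and p-values of 0.566 for Eph receptors and 0.0137 for PKA. Residual correlations of libraries with the same letter were -0.0485 to 0.0158 over 18 pairs, and of others -0.0316 to 0.0446 over 36. They show no pairing by letter but cannot exclude it, because noise within groups of 3 libraries can hide a shared culture. The paper describes 2i cells grown in triplicate and then sorted, so GFP+ and GFP- libraries of one letter may come from one culture. A replicate block also takes degrees of freedom from the fit.

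When each replicate was left out in turn, with the tested hairpins kept or not, hairpins enriched in GFP+ over GFP- cells ranged from 57 to 414 and depleted from 0 to 1002 (the 0 by edgeR without GFP- replicate B, with 99 at an unadjusted p under 0.05). Genes with at least 1 enriched hairpin ranged from 54 to 309 and with at least 2 from 2 to 88, and the shuffle p from 0.0351 to 0.751. Against day 7, enriched ranged from 90 to 489 and depleted from 6 to 1385, and against day 0 from 91 to 451 and from 6 to 1027. At day 7 against day 0, 37 to 143 were higher and 52 to 142 lower, and in GFP- cells against day 7, 80 to 144 and 49 to 266. The p-values from Fisher's exact test were 0.0551 to 0.954 for Eph receptors, 0.00435 to 0.701 for PKA, 2.37e-04 to 0.0997 for the other candidates and 6.10e-04 to 0.0521 for essential kinases. The 1 result that reversed was the odds ratio of Eph receptors without GFP- replicate C, where Fisher's exact test shows no difference in either direction (adjusted p = 0.923). Leaving out a GFP- library drops, by the filter, hairpins at 0 in GFP+ cells.

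Counting overlapping hairpins as 1, possible for the 4 genes whose sequences are given, left 26 genes with at least 2 enriched hairpins and a one-sided permutation p of 0.463. For other genes no sequences are given in the sources used here. Depth limits what can be said of hairpins at low counts, and 463 of the 610 depleted hairpins had 0 counts in GFP+ cells, where only a lower bound of the change can be given.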

Differences from the paper's values

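The only settings in this part chosen after the data were seen are exactTest over all 12 libraries, GFP+ replicates A and C summed, leaving out replicates with the tested hairpins kept, and the comparison of raw counts with Figure 2b.

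For genes with at least 2 enriched hairpins, at the paper's stated thresholds, the paper gives 55 and the count here was 28. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with DESeq2 (42) and with all 4 groups in 1 fit (49). It was not with an adjusted p under 0.01 (10), total count scaling (12), exactTest without a filter at total count scaling (13), RLE (21), no filter (24), TMMwsp (25), a filter at 10 CPM (26), robust quasi-likelihood (26), overlapping hairpin sequences counted as 1 (26), upper quartile (27), filterByExpr (28), exactTest with the filter and TMM (33), exactTest without a filter at TMM (33), no fold limit (34), a replicate block (4), without GFP+ replicate A, B or C (18, 88 and 22) and without GFP- replicate A, B or C (2, 6 and 3). With exactTest over all 12 libraries without a filter, chosen after the values were seen, 52 genes had at least 2, and this setting does not call 15 of the 319 hairpins in the paper's Supplementary Table 1. GFP+ replicates A and C summed, also chosen later, gave 21.

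For sequencing, the paper gives about 400 M reads, and the counts over the 12 libraries sum to 47.6 M. These are not the same quantity, since the paper's number is reads of the run and the other is reads counted to a hairpin, and no alternative analysis changes the sum.

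Supplementary Table 1 of the paper holds 319 hairpins where its text gives 318, and 251 genes as in its text. The table gives no hairpin numbers, so each entry was matched to the hairpin of the same gene with the nearest log2 fold change from exactTest over all 12 libraries, the setting chosen after the values were seen, and all 319 found one within the tolerance of 0.01. Of the 319, 313 were tested here, 218 were enriched, and 5 hairpins enriched here are not in that table. The largest difference between the log2 fold changes here and in the table was 0.114, among 106 hairpins named in this text and present there, and all lay within 1 standard error, which follows in part from matching on these values.

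The paper names Pfkl and Rbks among factors with enriched hairpins, and no hairpin of either was enriched here (log2 fold change 1.84, adjusted p = 0.140, for hairpin 92 of Pfkl and 2.58, adjusted p = 0.134, for hairpin 3044 of Rbks, from edgeR). A hairpin of each was called with all 4 groups in 1 fit, without GFP+ replicate B (also with the tested hairpins kept) and with exactTest over all 12 libraries, and one of Rbks also with DESeq2. Pfkm, Prps2, Prpsap2 and Nme3, named with them, each had an enriched hairpin here.

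Supplementary Figure 1C draws Aff1, Nme4, Npas3, Pikfyve, Rfk and Sephs1 among genes with several enriched hairpins, and none of these had an enriched hairpin by edgeR's quasi-likelihood test, while 27 of the 55 genes drawn had at least 2 and 22 had 1. Hairpins were called of Nme4 and Npas3 with exactTest, of Nme4, Npas3 and Rfk with exactTest at TMM without a filter, of Nme4 and Rfk with exactTest at total count without a filter, of Aff1, Nme4 and Sephs1 with DESeq2, and of Aff1, Nme4, Npas3, Pikfyve and Sephs1 with all 4 groups in 1 fit. Without GFP+ replicate A, hairpins of Aff1, Npas3 and Pikfyve were called (Aff1 and Npas3 with the tested hairpins kept), and without GFP+ replicate B those of Nme4, Pikfyve and Sephs1 (also with the tested hairpins kept). With GFP+ replicates A and C summed, those of Aff1, Npas3 and Pikfyve were called, and with exactTest over all 12 libraries those of all 6 genes.

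The legend of Figure 2 calls the values of Figure 2b normalized counts, while the means of the raw counts here match its bars. For hairpin 1776 of Pik3cb the GFP+ mean was 99406 raw counts, against about 100000 in Fig. 2b, read by eye. The means of the hairpin of Mtor in all 4 groups were also within the spread of the replicates of those drawn.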

Other observations

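The tests in this part were set beforehand, except that of shared reads in the last paragraph, and the hairpins of Csnk1a1 and Pi4ka at Serum/LIF day 7, and of Araf and Gsk3b in 2i GFP- cells, were singled out after their values were seen.

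At Serum/LIF day 7, several of the hairpins lost against day 0 targeted casein kinases. Hairpin 1932 of Csnk2b fell by 2.65 on the log2 scale (standard error 0.125, adjusted p = 5.22e-05 from edgeR's quasi-likelihood test), from 2789 ± 307 CPM to 443 ± 32.1 (SD, n = 3). Hairpin 2367 of Csnk2a2 fell by 2.22 (standard error 0.187, adjusted p = 7.87e-04 from edgeR), hairpin 1202 of Csnk1g3 fell by 2.82, and the hairpins 1231, 1235 and 1232 of Csnk1a1 fell by 2.83, 2.34 and 1.58. The hairpins 688 of Mapk12 and 131 of Ern2 fell by 1.51 and 1.42. Hairpin 3056 of Pi4ka had 63 counts at day 7 and 3630 at day 0. Of 14 hairpins of casein kinase 2, 4 were lower (28.6%, against 3.88% of others, Fisher's exact test, adjusted p = 0.0231, 6 over the list alone), and of 33 of casein kinase 1 with the tau tubulin kinases 5 were lower and 3 higher (15.2%, adjusted p = 0.0589 from Fisher's exact test). Of 130 hairpins of the control list of essential kinases, 10 were lower (7.69%, against 3.83% of others, Fisher's exact test, p = 0.0373, adjusted p = 0.162, 11 over the list alone), and the unadjusted p ranged from 6.10e-04 to 0.161 over the alternative analyses and was under 0.05 in 13 of 22. Higher at day 7 were hairpin 2236 of Nme6 (log2 fold change 1.60, standard error 0.102, adjusted p = 3.07e-04 from edgeR), 1463 of Trib2 (1.58, standard error 0.127), 748 of Mapk6 (2.14, standard error 0.198), 791 of Cdk14, listed as PFTK1 (1.29), and 2908 of Kcnh2 (1.58).

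Hairpin 1932 of Csnk2b, lost in Serum/LIF and enriched in GFP+ cells, had 2404 ± 281 CPM (SD, n = 3, scaled over 12 libraries) at day 0, 381 ± 26.6 at day 7, 961 ± 45.4 in GFP- cells and 9736 ± 778 in GFP+ cells. Against Serum/LIF day 7, where 4 of these hairpins had themselves fallen, 6 of 14 hairpins of casein kinase 2 were higher in GFP+ cells (42.9%, against 9.65% of others, adjusted p = 0.00835 from Fisher's exact test). Against day 0, 3 of 13 were higher (23.1%, against 10.1% of others, adjusted p = 0.420 from Fisher's exact test). The paper names casein kinase 2 from hairpins enriched in the same GFP+ libraries, so these tests are not independent evidence.

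Between 2i GFP- cells and Serum/LIF day 7, hairpin 1253 of Stk19 rose from 167 ± 31.4 to 1395 ± 278 CPM (SD, n = 3), a log2 fold change of 3.06 (standard error 0.202, adjusted p = 8.97e-05 from edgeR's quasi-likelihood test), and hairpin 131 of Ern2 had a log2 fold change of 1.72 (standard error 0.0873, adjusted p = 2.63e-05 from edgeR). The values for the hairpins 1833 of Pi4k2b, 835 of Axl and 2579 of Bmp2k were 1.80, 1.13 and 1.48. Hairpin 1463 of Trib2 dropped by 2.19 on the log2 scale (standard error 0.120, adjusted p = 2.65e-05 from edgeR), from 1165 ± 6.31 to 255 ± 17.9 CPM, and the hairpins 2379 of Nek4, 1288 of Riok3 and 3000 of Ccnh fell by 1.63, 1.51 and 2.36. The hairpins 318 and 322 of Araf fell by 1.67 and 1.25 and hairpin 129 of Gsk3b fell by 1.46. Of 46 hairpins of the targets of the 2i inhibitors, 6 were lower (13.0%, against 4.70% of others, Fisher's exact test, p = 0.0217, adjusted p = 0.282, 7 over the list alone). In GFP+ cells against Serum/LIF day 7, 24 of the 46 were lower (52.2%, against 31.5% of others, adjusted p = 0.0513 from Fisher's exact test), and against day 0 16 of 40 (40.0%, against 24.8% of others, adjusted p = 0.378).

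Between 2i GFP+ and 2i GFP- cells, the remaining lists did not differ from other hairpins by Fisher's exact test. Of 19 tested hairpins of pyruvate dehydrogenase kinases 2 were enriched and 5 depleted (2 enriched over the list alone, adjusted p = 0.861), namely hairpin 1255 of Pdk3 and 1261 of Pdk2 (log2 fold change 1.93). Of 37 hairpins of the targets of the 2i inhibitors 4 were enriched and 13 depleted (4 enriched over the list alone, adjusted p = 0.861 from Fisher's exact test), the enriched ones being 128 of Gsk3b (log2 fold change 1.96), 2816 of Map2k2 (2.36) and 2802 and 318 of Araf (1.61 and 1.35), while hairpin 2070 of Map2k1 had 0 counts in GFP+ and 1981 in GFP- cells. Of 19 hairpins of FGF and LIF-JAK receptors and kinases edgeR called 0 enriched and 5 depleted (0 enriched at an unadjusted p under 0.05, 0 by exactTest and 0 by DESeq2, 1 without GFP+ replicate B, adjusted p = 0.861 from Fisher's exact test). Of 113 hairpins of essential kinases 11 were enriched and 28 depleted (11 enriched over the list alone, adjusted p = 0.861 from Fisher's exact test), among them 3002 of Ccnh (log2 fold change 3.74), 782 of Cdk9 (5.55), 1804 of Mvk (3.57) and 150 of Chek1 (2.26).

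Replicates differed in which hairpins they lacked. A hairpin with 0 counts in 1 library and at least 100 in another of the same group was seen 411 times at Serum/LIF day 0, 25 times at day 7, 116 times in GFP- and 481 times in GFP+ cells. Spearman correlations between replicates, across hairpins, were 0.882 to 0.894 at day 0, 0.971 to 0.976 at day 7, 0.932 to 0.955 in GFP- cells and 0.738 to 0.933 in GFP+ cells. The paper does not report these values.

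The 2 enriched hairpins of Sephs2 (2951 and 2953) and of Prpsap2 (2947 and 2948) overlap by 20 of 21 bases, if the table's numbers follow the order of the clone numbers, which is unsettled. A hypothesis is that reads of one were in part counted to the other, so that each pair may carry 1 signal. The SD over the 12 libraries of the log2 ratio of the 2 counts was at most 0.228 for these pairs, below the 0.315 that marks the lowest 1% of 24706 pairs of enriched hairpins of different genes. Of 47 pairs of enriched hairpins of one gene only these 2 lay below that limit, and the others had at least 0.396. Equal effects of nearly equal sequences would give the same values. Another overlapping pair, 2946 and 2949 of Prpsap2, neither enriched and the second at low counts, had an SD of 1.86.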
